# Effects of cold exposure revealed by global transcriptomic analysis in ferret peripheral blood mononuclear cells

**DOI:** 10.1038/s41598-019-56354-6

**Published:** 2019-12-27

**Authors:** Bàrbara Reynés, Evert M. van Schothorst, Jaap Keijer, Andreu Palou, Paula Oliver

**Keywords:** RNA, Transcriptomics

## Abstract

Animal studies, mostly performed in rodents, show the beneficial anti-obesity effects of cold studies. This is due to thermogenic activation of brown adipose tissue (BAT), a tissue also recently discovered in adult humans. Studies in humans, however, are hampered by the accessibility of most tissues. In contrast, peripheral blood mononuclear cells (PBMC) are accessible and share the expression profile of different sets of genes with other tissues, including those that reflect metabolic responses. Ferrets are an animal model physiologically closer to humans than rodents. Here, we investigated the effects on ferrets of one-week acclimation to 4 °C by analysing the PBMC transcriptome. Cold exposure deeply affected PBMC gene expression, producing a widespread down-regulation of genes involved in different biological pathways (cell cycle, gene expression regulation/protein synthesis, immune response, signal transduction, and genes related to extracellular matrix/cytoskeleton), while thermogenic and glycogenolysis-related processes were increased. Results obtained in PBMC reflected those of adipose tissue, but hardly those of the liver. Our study, using ferret as a model, reinforce PBMC usefulness as sentinel biological material for cold-exposure studies in order to deepen our understanding of the general and specific pathways affected by cold acclimation. This is relevant for future development of therapies to be used clinically.

## Introduction

The effects of cold exposure on mammals have mainly been studied in terms of its relevance for body temperature and body weight maintenance. It is well established that sympathetic nervous system activation in brown adipose tissue (BAT) by cold exposure increases energy expenditure and induces adaptive thermogenesis in order to preserve body temperature at the expense of mobilisation of fat stores, which helps to maintain body weight^1,2^. More recently, BAT-thermogenic activation capacity by cold exposure has also been described in humans, which opens new possibilities for protection against obesity^3^. In addition, cold acclimation has been widely studied in relation to modulation of the inflammatory response, and although some research points to an immunosuppressive effect, there are contradictory results^4,5^. Furthermore, the modulatory effect of environmental temperature is more complex, and has an important regulatory role in overall cellular processes^6,7^. Mechanistic research on the effects of cold exposure mostly examine gene expression responses of selected specific tissues in animal models, mainly rodents, or cell lines^6,8^, which makes it difficult to gain a broad idea of the whole metabolic effect of cold on our metabolism. In general, these studies show that low temperature stress induces a slowing in a range of cellular processes, but potentiates pathways involved in heat production^9^.

Peripheral blood mononuclear cells (PBMC), a fraction of blood cells composed of lymphocytes and monocytes, constitute an important source of biomarkers of biological effects in internal tissues^10^. Studies by our group performed in rodents reveal that PBMC are able to reflect BAT thermogenic activation as well as the acquisition of brown-like properties in white adipose tissue (browning process) in response to cold exposure, pointing towards the possibility of performing thermogenic studies with minimum invasiveness^11^. In general, these circulating blood cells express most of the genes encoded by the genome (including tissue-specific transcripts), and can respond to internal and external signals reflecting gene expression patterns of several tissues (reviewed by^10,12^). So, in addition to revealing the thermogenic adaptations to cold exposure, PBMC reflect gene expression changes in response to nutritional and pharmacological interventions, and are increasingly used in nutrigenomic and clinical research as sentinel biological material to study metabolic responses of other internal tissues that are difficult to obtain^10^. In this sense, we have demonstrated, in rats and ferrets, that PBMC can even be useful to study hypothalamic responses to cold exposure^13^. Ferrets (*Mustela putorius furo*) are an alternative animal model to rodents that are closer to humans in various aspects, including adipose tissue organisation and thermogenic and immune response to cold exposure^14–17^. Recently, we showed in ferrets that an immunosuppressive gene expression pattern was specifically induced by cold acclimation in perivascular adipose tissue but not in inguinal adipose tissue^18^. A limited set of inflammation markers was also analysed in PBMC and reflected the perivascular adipose tissue response^18^. Given the deleterious impact of inflammation on vascular biology, this could be indicative of a cardiovascular protective effect^18^.

PBMC, given their particular characteristics, constitute an ideal surrogate tissue to study the global biological and molecular responses to cold exposure in mammals. Taking into consideration that PBMC are immune cells, and since inflammation is the basis of several metabolic diseases – such as obesity or cardiovascular disease^19^ – detailed analysis of PBMC gene expression analysis could serve to better understand immune modulation by cold. Therefore, here we performed a global transcriptome gene expression study (microarray analysis) of PBMC in control and cold-exposed ferrets to characterise the effect of cold exposure on metabolism. The most outstanding gene expression patterns were reflected in a homeostatic tissue with a key role in cold response – adipose tissue – but hardly in the liver.

## Results

### Body weight, adiposity, and serum parameters

Data of body weight, adiposity, and circulating NEFA levels of the same set of animals have previously been published^18^. Briefly, cold exposure induced a reduction in fat mass, with a significant decreased size of both subcutaneous (inguinal and interscapular) and visceral (retroperitoneal) adipose tissue depots in cold-exposed animals. Despite the lower fat mass, final body weight was not affected, although animals in the cold group had a lower body weight increase (−16%) in comparison to controls during the week in which they were exposed to cold. As expected, and in agreement with the mobilisation of fat depots, circulating NEFA levels were increased by 35% in the cold group. Circulating glucose levels were not affected by cold acclimation (187 ± 21 mg/dL for cold *vs* 127 ± 17 mg/dL for control groups; p = 0.06 by Students’ *t*-test).

### PBMC transcriptomic analysis

In order to gain a global, comprehensive overview of the impact of cold exposure on global gene expression, we developed a ferret microarray consisting of 45,328 sequences, encoding a total of 19,299 unique genes. 

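PBMC RNA of 6 control ferrets kept at 22 °C and of 4 ferrets kept at 4 °C for 7 days was labelled with the green dye Cy3. Each sample was hybridised to its own 2-colour Agilent array together with a reference pool of ferret RNA labelled with the red dye Cy5, which was the same on every array. Each array carried 416280 spots of 181312 probes, 4 for each of the 45328 target sequences. The authors deposited the spot intensities of the scanner software for both channels, which are not normalized, and a table with a log2 value per target sequence and array. From the intensities, the local background was corrected by the normexp method with an offset of 50, and the log2 ratio of Cy3 to Cy5 was normalized within each array by loess, so that a positive value means more RNA in the ferret than in the reference pool. Spots of a probe were averaged, and then all probes of a gene. Probes were kept where Cy3 was well above background on at least 4 arrays, which left 111101 probes for 26302 genes. Of these genes, 9293 had a symbol and the others are listed under the accession of their target sequence. Groups were compared with limma (lmFit and eBayes), and the 10 arrays limit the precision of every value. Cy3 was well above background on 50.4 to 63.5% of the spots on control arrays (median 58.8%) and on 58.0 to 61.1% on cold arrays. The reference channel was dimmer and less even. Cy5 was well above background on 27.0 to 54.9% of the spots on control arrays (median 34.8%) and on 40.5 to 64.0% on cold arrays (median 53.8%). The median Cy5 intensity of an array lay between 44 and 80 in control and between 48 and 152 in cold (exact permutation test on its log2, two-sided p = 0.0524).

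**Figure D1:**
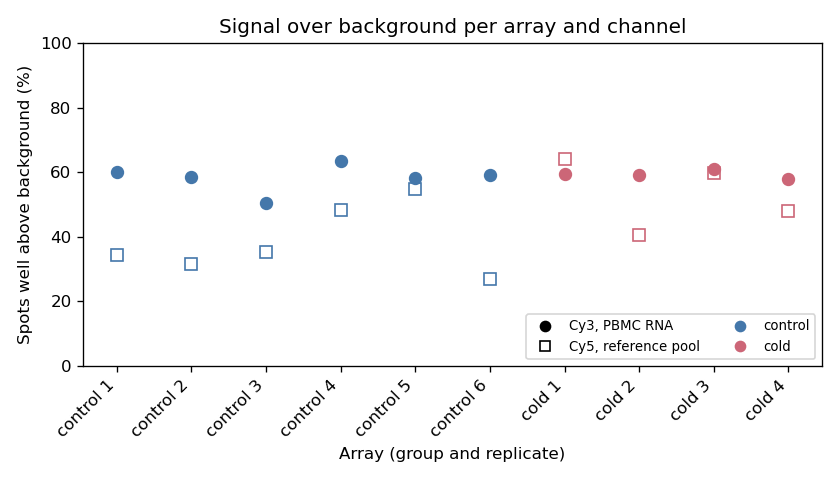
Share of spots well above background on each of the 10 arrays, in percent, for Cy3 (PBMC RNA, filled circles) and Cy5 (reference pool, open squares), with control arrays in blue and cold arrays in red. The Cy3 shares lie between 50.4 and 63.5%, and the Cy5 shares between 27.0 and 64.0%.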

We then performed a global gene expression analysis of PBMC of ferrets acclimatised to 4 °C (cold) or 22 °C (control) for one week. 

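None of the 26302 genes differed between the cold and control arrays at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and the lowest adjusted p was 0.0583. Without adjustment, 6492 genes had a p under 0.05 and 2266 a p under 0.01, the threshold of the methods, where chance alone gives 263. The methods' t-test on the same values gave 1721 genes at the unadjusted threshold and none after Benjamini-Hochberg adjustment, with 5741 genes at an unadjusted p under 0.05. Of the 2266 genes, 1370 were higher and 896 (39.5%) lower in cold. Over all genes tested, 52.0% were lower and the median log2 change was -0.01. The balance of higher and lower genes depended on the scaling of the arrays. Each array's ratios were also centred on their median in place of loess. That median was taken over all gene spots before the filter on dim probes, so it is not the median of the genes tested. With this centring, the median change of all genes tested was -0.42 and 81.4% of 1159 genes were lower. In the authors' deposited value table, 53.6% of 1086 genes were lower. With the Cy3 channel alone, quantile normalized, 727 genes passed the adjusted threshold, 489 higher and 238 lower. Single arrays also moved the adjusted count, which was 1267 without cold replicate 2, 489 without control replicate 5 and 12 without cold replicate 1.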

Our results show that PBMC gene expression was affected by cold exposure with a total of 611 genes changing their expression in cold *vs* control animals (considering a p-value < 0.01), 61% of which were down-regulated. A volcano plot of these genes is shown in Fig. 1, and the heatmap in Supplementary Fig. 1.

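The 4 cold values lay all above or all below the 6 control values for 1372 genes, which is 5.22% of the genes tested, where chance gives 0.952%. The log2 ratios of an array correlated with those of other arrays of its group at 0.84 to 0.94 in control and at 0.87 to 0.92 in cold, and at 0.76 to 0.93 between the groups. These correlations are across genes, which are not independent replicates. The 10 genes with the lowest p among those without overlap were 8 higher and 2 lower in cold. LRRC8C had a log2 ratio of 0.68 ± 0.09 (SD, n = 6) in control and 1.36 ± 0.17 (SD, n = 4) in cold. The largest decrease among these 10 was that of the sequence XM_004747337, which the reference annotation used here does not name, with a log2 change of -0.78 (standard error 0.09) and an unadjusted limma p of 4.1e-06. The sequence XM_004766130 rose by 0.76, but fell by 0.22 when arrays were centred on their median, which was less than the median decrease of all genes in that setting. Of the genes labelled in Fig. 1 that were measured here, HBM changed most, and 5 labelled genes were not matched. Its log2 ratio was 0.96 ± 0.81 (SD, n = 6) in control and -1.61 ± 0.78 (SD, n = 4) in cold, and every cold array lay below every control array. TREML1 rose by 1.27 on the log2 scale (standard error 0.33) and DAPK1 by 0.87 (standard error 0.16). USP13 fell by 0.73 (standard error 0.13), although control replicate 5 lay far below the other control arrays. For LCOR, the log2 change was -0.08 (standard error 0.11), within the spread between arrays. From the genes past its unadjusted threshold and their directions, the paper states that cold exposure affected gene expression in PBMC.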

**Figure 1:**
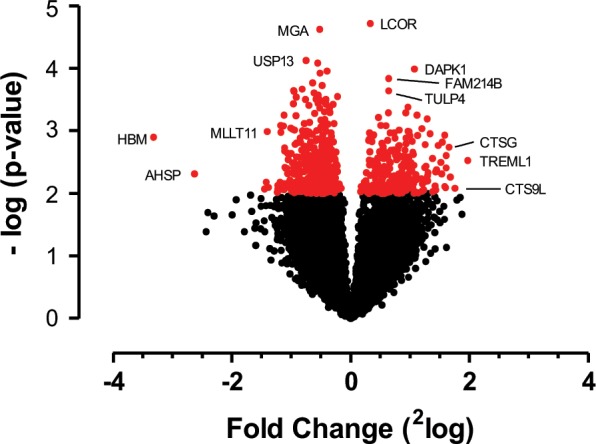
Volcano plot of unique genes expressed in PBMC plotted as 2 log fold change of cold over control exposed ferrets versus the P-value. Non-significant genes are shown in black, significant genes (p < 0.01; Top 50 shown in Table 2) in red. Gene symbols are shown for a subset of significant genes on the perimeter.

For interpretation, a bioinformatics network analysis was performed (Fig. 2A), which identified immune response as being highly differentially expressed. Within the top10 networks, five were immune related, with three additional ones being related to blood vessel morphogenesis/angiogenesis/signalling. For a more specific view, the 611 top regulated genes were manually classified in biological processes, using scientific literature and databases. Each individual gene was included in one process only. This classification resulted in 11 processes: gene expression, cell cycle and immune response, extracellular matrix or cytoskeleton, signal transduction, cell transport, energy metabolism, enzymes/metabolism, DNA repair, organ and tissue development and protein synthesis (Fig. 2B). The other categories were unknown genes (n = 15), genes with an unknown function (n = 42), and genes involved in several different processes (n = 79).

**Figure 2:**
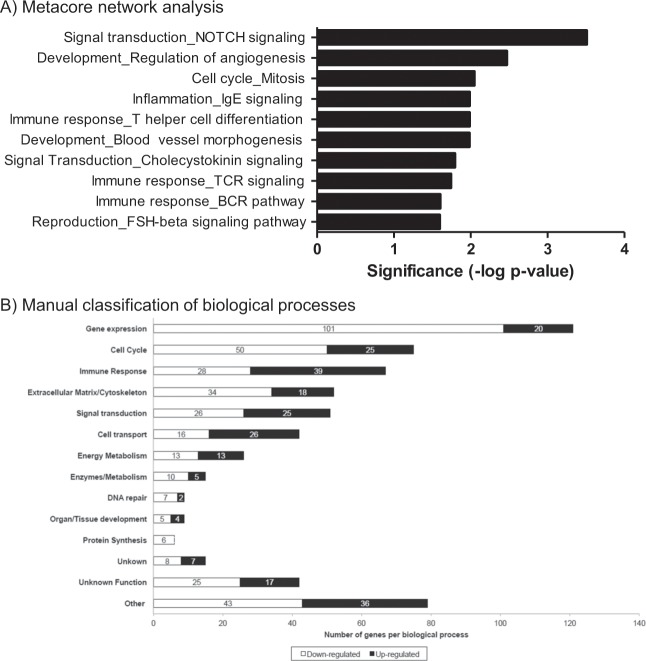
Classification of genes affected by cold exposure (Students’ *t*-test, p < 0.01). (**A**) Network enrichment analysis using Metacore. (**B**) Manual classification of genes into biological process.

For a more detailed analysis, the three most regulated processes were sub-classified into different sub-processes (Table 1). Genes involved in gene expression were sub-classified into transcription factors, RNA maturation, DNA structure, epigenetic regulation, co-activators and co-repressors, post-transcriptional regulators, interfering RNA (siRNA, miRNA), RNA degradation, and others, with transcription factors as the most abundant sub-classification; all of which were mainly down-regulated by cold exposure. 

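Genes of cell division were tested as a list of 36 genes fixed beforehand, of which 23 were measured. The test was limma's camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 22 gene lists tested. The median log2 change of the cell cycle list was 0.06, with 15 genes higher and 8 lower in cold, and the list did not pass (camera adjusted p = 0.258). Only 2 of its genes had a p under 0.01, and both were higher. The per-array scores of the 4 cold and 6 control arrays overlapped. In the Cy3 channel alone the median was 0.29 and the list passed as higher (camera adjusted p = 2.1e-04), and in the ratios it was -0.03 without cold replicate 2 and 0.16 without cold replicate 3, where it passed. It also passed as higher in the authors' deposited value table (0.23, camera adjusted p = 0.0348) and, relative to all genes, with arrays centred on their median (camera adjusted p = 0.0149). In the deposited table per target sequence with the methods' t-test, chosen after seeing the values, it did not pass (camera adjusted p = 0.141). Its median there was 0.24, against 0.27 for all sequences. Of all 22 lists, 13 passed an adjusted p of 0.05 with camera and 9 of these also with limma's fry, but none passed with camera when the correlation was estimated from the arrays.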

Regarding cell cycle and fate, cold exposure especially regulated genes involved in cell proliferation, cell cycle regulation, apoptosis, and cell differentiation and determination; these genes were mainly down-regulated, especially those involved in cell proliferation. 

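A list of 14 measured interferon response genes had a median log2 change of -0.55, with 12 genes lower and 2 higher in cold (camera adjusted p = 6.1e-04), but the cold and control arrays overlapped in their scores (exact permutation test, two-sided p = 0.0571) and the list did not pass with fry (adjusted p = 0.0742). The 7 measured genes of an inflammatory cytokine list were all higher in cold, with a median of 0.43 (camera adjusted p = 0.00732). Every cold array scored above every control array. The list also holds PTGS2 and NLRP3, which do not code for cytokines, and only NLRP3 (log2 change 0.83) had an unadjusted limma p under 0.01. Cold replicate 3 had by far the highest cytokine score, 0.85 against 0.09 to 0.10 on the other cold arrays, and without it the camera adjusted p was 0.0526. In the Cy3 channel alone, the cytokine list had a median of 0.66 and did not pass (camera adjusted p = 0.0768). With arrays centred on their median, the median of the list was 0, in a setting where most genes were lower, and the list passed.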

Finally, the third most regulated pathway involved immune response-related genes, which were sub-classified into immune system maturation and activation, antigen recognition and presentation, antigen degradation, cytokine signalling, and others: 28 of these genes were down-regulated, while 39 were up-regulated (Table 1 and heatmap shown in Supplementary Fig. 2). 

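Of the 50 genes of Table 2, 46 could be matched to genes measured here, by the accession of the sequence or else by symbol. All 46 changed in the direction the paper gives, 38 lower and 8 higher in cold, and 45 did in the authors' deposited value table. At an unadjusted limma p under 0.01 were 30 of them, 23 lower and 7 higher. None passed when adjusted over all 26302 genes, and 39 passed when adjusted over the list alone. The latter is not independent evidence because the paper chose the list on these arrays. Adjusted over all genes, 12 passed in the Cy3 channel alone, 17 without cold replicate 2 and 10 without control replicate 5. The count of 30 moved most with the replicate number as a block, to 19, among the alternatives set before the data were examined. Tnrc6a, Hivep2, Fam214b and Lrpprc were not matched. On the authors' deposited values, the methods' t-test gave the p of Table 2 within 1% for 32 of the 40 sequences whose accession is on the array.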

The top 50 regulated genes affected by cold exposure based on their p-value are listed in Table 2, and the associated heatmap is shown in Supplementary Fig. 3. Coincident with results of the general pathway analysis shown in Fig. 2, most of the top regulated genes were involved in gene expression, mainly for transcription factors, which were down-regulated. 

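Of the 12 genes that Table 2 places under gene expression, 11 were measured, of which 10 were lower and 1 higher in cold, with log2 changes from -0.77 to 0.31. Among them, 5 had an unadjusted p under 0.01, all lower. The decrease of ZBED5 was larger than the spread between arrays, with a log2 ratio of 0.17 ± 0.26 (SD, n = 6) in control and -0.50 ± 0.15 (SD, n = 4) in cold (exact permutation test, two-sided p = 0.00952). The only gene of this group that the paper lists as up-regulated, TULP4, rose by 0.31 (standard error 0.15), with 1 control array, replicate 4, far below the others. XPOT fell by 0.31 (standard error 0.08), and EPC1 by 0.27 (standard error 0.07) with cold replicate 4 nearest to the control arrays. MGA fell by 0.22 (standard error 0.08), less on cold replicate 1 than on the other cold arrays.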

The regulated genes involved in energy metabolism were also studied in more detail and sub-classified according to their function in carbohydrate metabolism, lipid metabolism, energy balance regulation, respiratory chain and mitochondrial ATPase system, thermogenesis and others (Table 3). 

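All 26 genes of Table 3 were measured, and all changed in the direction the paper gives, 13 lower and 13 higher in cold. An unadjusted limma p under 0.01 was reached by 16 of them, 7 lower and 9 higher. None passed adjusted over all genes tested, and 21 passed adjusted over the list alone, a list that the paper chose on these arrays. Adjusted over all genes, 10 passed in the Cy3 channel alone, 9 without cold replicate 2 and 8 without control replicate 5. The count of 16 fell to 9 without cold replicate 3. The methods' t-test on the authors' deposited values gave the p of Table 3 within 1% for all 26 sequences. Among the carbohydrate metabolism genes, 7 were higher and 3 lower, with log2 changes from -0.54 to 1.11. MGAM had a log2 ratio of 0.58 ± 0.21 (SD, n = 6) in control and 1.68 ± 0.65 (SD, n = 4) in cold, and PYGL 0.75 ± 0.28 (SD, n = 6) and 1.71 ± 0.33 (SD, n = 4). Every cold array lay above every control array for both genes. Marker lists of monocytes (median 0.49) and mature neutrophils (median 0.67) also rose in these ratios. A different mixture of blood cells was thus not separated from a change of expression within cells. The increase of SLC2A6 was 0.57 (standard error 0.17), with control replicate 5 far above the other control arrays. Of the lipid metabolism genes, 6 were lower and 2 higher, from -0.74 to 0.65.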

The relevance and implications of all the changes observed in the transcriptome analysis are described in detail in the Discussion section.

**Table 1:** Most relevant affected pathway by cold exposure.

Classification	Sub-classification	Number of genes	
		Up-regulated	Down-regulated
**Gene expression**			
	Transcription factor	13	53
	RNA maturation	2	10
	DNA structure	2	9
	Epigenetic regulation	0	6
	Coactivator	0	5
	Post-transcriptional regulation	0	5
	Corepressor	0	4
	Interfering RNA (siRNA, miRNA)	0	2
	RNA degradation	1	0
	Others	2	7
**Cell cycle**			
	Cell proliferation	8	21
	Cell cycle regulation	9	16
	Apoptosis	3	6
	Cell differentiation	3	6
	Cell determination	1	2
**Immune response**			
	Immune system maturation/activation	26	17
	Antigen recognition/presentation	5	5
	Antigen degradation	3	2
	Cytokine signalling	2	1
	Others	3	3

Sub-classification of most relevant affected pathway by cold exposure in PBMC based on the top regulated genes (Students’ *t*-test, p < 0.01).

**Table 2:** Classification of top 50 regulated genes affected by cold exposure.

Gene Name	Gene Symbol	Sequence ID	Fold Change	p-value
**Gene expression**				
Zinc Finger BED-Type Containing 5	*Zbed5*	XM_004751989.2	−2.18	5.58E-04
Trinucleotide Repeat Containing 6A	*Tnrc6a*	XM_013048889.1	−1.76	2.15E-04
Lysine acetyltransferase 6B	*Kat6b*	XM_004769363.2	−1.70	3.14E-04
Zinc finger CCHC-type containing 11	*Zcchc11*	XM_013046839.1	−1.62	7.24E-04
Exportin For TRNA	*Xpot*	XM_004752498.2	−1.47	8.22E-05
Zinc Finger Protein 770	*Znf770*	XM_004751051.2	−1.46	3.59E-04
MGA, MAX Dimerization Protein	*Mga*	XM_004751157.2	−1.44	2.37E-05
Zinc Finger MYM-Type Containing 5	*Zmym5*	XM_013048828.1	−1.39	1.87E-04
Zinc Finger And SCAN Domain Containing 30	*Zscan30*	XM_004752298.2	−1.37	3.35E-04
Enhancer Of Polycomb Homolog 1	*Epc1*	XM_004777872.2	−1.36	4.94E-04
Zinc Finger Protein 235	*Znf235*	XM_013063895.1	−1.22	7.59E-04
Tubby Like Protein 4	*Tulp4*	XM_013044950.1	1.56	2.27E-04
**Cell cycle**				
Family with sequence similarity 65 member B	*Fam65b*	XM_004761237.2	−1.72	7.54E-04
Protein tyrosine phosphatase type IVA, member 3	*Ptp4a3*	XM_004743631.2	−1.54	2.45E-04
MDM4, p53 regulator	*Mdm4*	XM_004756399.2	−1.42	6.66E-04
Ubiquitin Specific Peptidase 37	*Usp37*	XM_004762758.2	−1.33	3.70E-04
Fibronectin type III domain containing 3B	*Fndc3b*	XM_004756587.2	1.38	6.09E-04
Structural Maintenance Of Chromosomes 1B	*Smc1b*	XM_004771114.2	1.95	4.15E-04
Death associated protein kinase 1	*Dapk1*	XM_004774132.2	2.10	1.02E-04
**Extracellular matrix/Cytoskeleton**				
Septin 1	*Sept1*	XM_004741975.2	−1.95	3.66E-04
BBSome Interacting Protein 1	*Bbip1*	XM_004763864.1	−1.95	2.24E-04
Coiled-Coil Serine Rich Protein 2	*Ccser2*	XM_004765771.2	−1.50	3.08E-04
Zinc Finger RANBP2-Type Containing 1	*Zranb1*	XM_004751744.2	−1.33	3.13E-04
Syntaxin Binding Protein 6	*Stxbp6*	XM_004755163.2	−1.23	3.72E-04
**Immune response**				
C-type lectin domain family 2 member D	*Clec2d*	XM_004779708.2	−2.27	8.13E-04
Tripartite Motif Containing 13	*Trim13*	XM_004775233.2	−1.43	1.19E-04
Sialic Acid Binding Ig Like Lectin 8	*Loc101680639*	XM_004767130.2	2.44	6.39E-04
Human immunodeficiency virus type I enhancer binding protein 2	*Hivep2*	XM_013056235.1	−1.89	2.89E-04
**Cell transport**				
TBC1 Domain Family Member 16	*Tbc1d16*	XM_004748756.2	−1.45	3.09E-04
Stromal Interaction Molecule 2	*Stim2*	XM_004762647.2	−1.35	6.52E-04
**Energy metabolism**				
UDP-GlcNAc:BetaGal Beta-1,3-N-Acetylglucosaminyltransferase 5	*B3gnt5*	XM_004745085.2	−1.90	5.68E-04
Nucleotide Binding Protein Like	*Nubpl*	XM_013047446.1	−1.17	2.81E-04
**Signal transduction**				
Mitogen-Activated Protein Kinase Kinase 6	*Map2k6*	XM_004749075.2	−1.56	1.70E-04
Dmx Like 2	*Dmxl2*	XM_004755431.2	2.17	5.59E-04
Enzymes/metabolism				
Cysteine Sulfinic Acid Decarboxylase	*Csad*	XM_004774642.1	−1.46	2.66E-04
**Other**				
Prostate transmembrane protein, androgen induced 1	*Pmepa1*	XM_004759915.2	−2.26	8.15E-04
Ubiquitin Specific Peptidase 13 (Isopeptidase T-3)	*Usp13*	XM_004756639.1	−1.68	7.44E-05
Low Density Lipoprotein Receptor Class A Domain Containing 4	*Ldlrad4*	XM_013051371.1	−1.63	3.90E-04
SUMO1/Sentrin Specific Peptidase 5	*Senp5*	XM_004745326.2	−1.35	8.18E-04
Tau tubulin kinase 2	*Ttbk2*	XM_004751214.1	−1.29	4.40E-04
Atlastin GTPase 2	*Atl2*	XM_004765501.2	−1.27	5.06E-04
Family with sequence similarity 214, member B	*Fam214b*	XM_013053738.1	1.56	1.44E-04
Lysophosphatidylcholine Acyltransferase 2	*Lpcat2*	XM_004744201.2	1.90	5.13E-04
**Unknown function**				
Family With Sequence Similarity 214 Member A	*Fam214a*	XM_004755399.2	−1.94	2.32E-04
Leucine Rich Pentatricopeptide Repeat Containing	*Lrpprc*	XM_013056345.1	−1.53	5.24E-04
Coiled-Coil Domain Containing 181	*Ccdc181*	XM_004756660.2	−1.44	4.31E-04
Protein O-linked mannose N-acetylglucosaminyltransferase 2 (beta 1,4-)	*Pomgnt2*	XM_004754292.2	−1.35	7.68E-04
Transmembrane Protein 19	*Tmem19*	XM_004752428.2	−1.32	1.10E-04
PiggyBac Transposable Element Derived 1	*Pgbd1*	XM_004779982.2	−1.31	7.76E-04
Family With Sequence Similarity 217 Member B	*Fam217b*	XM_004759963.2	1.26	1.92E-05

Detailed classification of top 50 regulated genes affected by cold exposure in PBMC *vs* their respective controls, based on their p-value (Students’ *t*-test). Fold change: + indicates up-regulation, while − indicates down-regulation by cold exposure. Genes are ordered by fold change. This Table is also available as Supplementary data set in .xlsx format.

**Table 3:** Classification of energy metabolism related genes affected by cold exposure.

Gene name	Gene Symbol	Sequence	Fold Change	p-value
**Carbohydrate metabolism**				
Enolase 2 (gamma, neuronal)	*Eno2*	XM_004766643.1	−1.80	8.11E-03
Serine/threonine-protein phosphatase 4 regulatory subunit 3B	*Smek2*	XM_004780298.1	−1.49	9.11E-03
TBC1 Domain Family Member 4	*Tbc1d4*	XM_004754377.1	−1.72	7.45E-03
Glucosidase alpha, acid	*Gaa*	XM_004748753.1	1.42	2.39E-03
Glyceraldehyde-3-Phosphate Dehydrogenase	*Gapdh*	XM_004766702.1	1.60	2.03E-03
Glycogen phosphorylase L	*Pygl*	XM_004738765.1	1.62	6.32E-03
Maltase-glucoamylase	*Mgam*	XM_004741983.1	2.42	3.63E-03
Phosphoglucomutase 2	*Pgm2*	XM_004763981.1	1.81	3.65E-03
Ribose 5-phosphate isomerase A	*Rpia*	XM_004742384.1	1.40	3.96E-03
Solute Carrier Family 2 Member 6	*Slc2a6*	XM_004757400.1	1.48	8.94E-03
**Lipid metabolism**				
Alpha-2-glycoprotein 1, zinc-binding	*Loc101679584*	XM_004781837.1	−1.67	1.97E-03
Enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase	*Ehhadh*	XM_004745171.1	−1.45	3.01E-03
Lipin 1	*Lpin1*	XM_004745812.1	−1.51	2.58E-03
Low Density Lipoprotein Receptor Adaptor Protein 1	*Ldlrap1*	XM_004741138.1	−2.18	8.69E-03
Protein Inhibitor Of Activated STAT 1	*Pias1*	XM_004758612.1	−1.44	5.26E-03
Scavenger receptor class F member 1	*Scarf1*	XM_004746870.1	−1.46	4.62E-03
Emopamil binding protein-like	*Ebpl*	XM_004775264.1	1.97	2.76E-03
Transmembrane 6 Superfamily Member 1	*Tm6sf1*	XM_004763661.1	2.00	6.15E-03
**Energy balance regulators**				
Pyruvate Dehydrogenase Kinase 1	*Pdk1*	XM_004744080.1	−2.16	2.08E-03
Sirtuin 1	*Sirt1*	XM_004777825.1	−1.21	6.05E-03
**Respiratory chain/mitochondrial ATPase system**				
Nucleotide Binding Protein Like	*Nubpl*	XM_004775760.1	−1.17	2.81E-04
NDUFA4, mitochondrial complex associated	*Loc101671166*	XM_004743436.1	1.26	5.09E-03
**Thermogenesis**				
Peptidase M20 Domain Containing 1	*Pm20d1*	XM_004756447.1	1.93	6.18E-03
Transmembrane protein 56	*Tmem56*	XM_004752547.1	1.97	4.87E-03
**Others**				
UDP-GlcNAc:BetaGal Beta-1,3-N-Acetylglucosaminyltransferase 5	*B3gnt5*	XM_004745088.1	−1.90	5.68E-04
Arginase 2	*Arg2*	XM_004738993.1	2.60	2.74E-03

Detailed classification of energy metabolism related genes affected by cold exposure in PBMC *vs* their respective controls, based on their p-value (Students’ *t*-test). Fold change: + indicates up-regulation, while – indicates down-regulation by cold exposure. Genes are ordered by fold change. This Table is also available as Supplementary data set in.xlsx format.

### Array confirmation by real-time RT-qPCR

In order to validate the microarray analysis, mRNA levels of five genes representative of the most regulated pathways (p-value < 0.01) (shown in Fig. 3a) were measured by real-time RT-qPCR in PBMC samples. As represented in Fig. 3b, the expression of a key regulator of protein synthesis, *Eif2b3*, and of the transcriptional co-activator, *Med28*, decreased in cold-exposed animals, as well as the expression of two energy metabolism key regulators, *Pdk1* and *Sirt1*; and the expression of *Pias1*, involved in lipogenesis, which was also decreased by cold exposure. These genes followed the same regulatory pattern as revealed in the microarray analysis (Fig. 3a).

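On the arrays, all 5 genes had a lower mean in cold, and 2 of them, PDK1 and MED28, had an unadjusted limma p under 0.01. PDK1 had a log2 ratio of -0.58 ± 0.17 (SD, n = 6) in control and -1.30 ± 0.17 (SD, n = 4) in cold, a log2 change of -0.71 (standard error 0.11), and was lower on every cold array than on every control array (limma adjusted p = 0.0583). MED28 went from 0.15 ± 0.13 (SD, n = 6) to -0.29 ± 0.13 (SD, n = 4), a change of -0.45 (standard error 0.09), again without overlap (limma adjusted p = 0.0670). EIF2B3 went from -0.51 ± 0.07 (SD, n = 6) to -0.73 ± 0.11 (SD, n = 4). Its groups did not overlap either (exact permutation test, two-sided p = 0.00476), but its limma p was 0.0149. SIRT1 changed by -0.17 (exact permutation test, two-sided p = 0.0238), with overlapping groups. For PIAS1, the change of -0.12 (standard error 0.09) was within the spread between arrays (exact permutation test, two-sided p = 0.133). Adjusted over the list alone, 3 of the 5 passed, which is not independent evidence because the paper chose the list on these arrays. With the Cy3 channel alone, 4 of the 5 had a p under 0.01, and PIAS1 changed by -0.38. In the authors' deposited values per target sequence, a setting chosen after seeing the values, all 5 had a p under 0.01 with the methods' t-test. The change of PIAS1 there was -0.53. The RT-qPCR values of Fig. 3b were not analysed here.

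**Figure D2:**
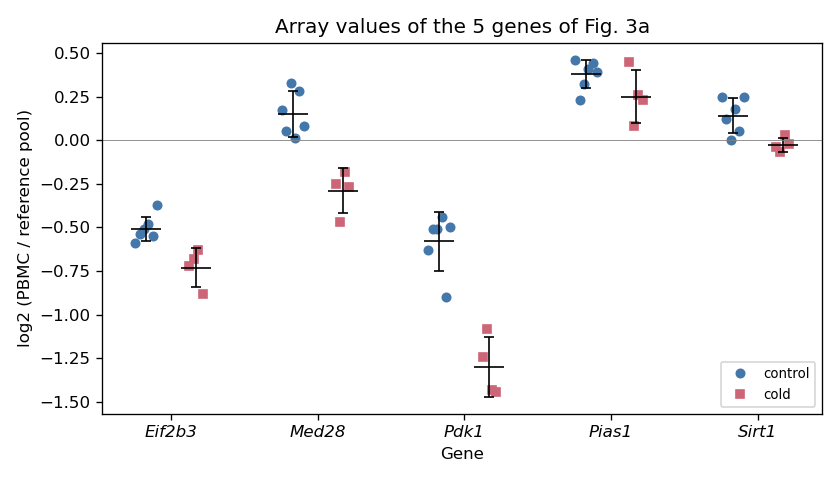
Log2 ratio of PBMC RNA to the reference pool for the 5 genes of Fig. 3a on each array, with control arrays as blue circles (n = 6) and cold arrays as red squares (n = 4). Horizontal marks are means and error bars are SD. The groups do not overlap for Eif2b3, Med28 and Pdk1, and overlap for Pias1 and Sirt1.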

**Figure 3:**
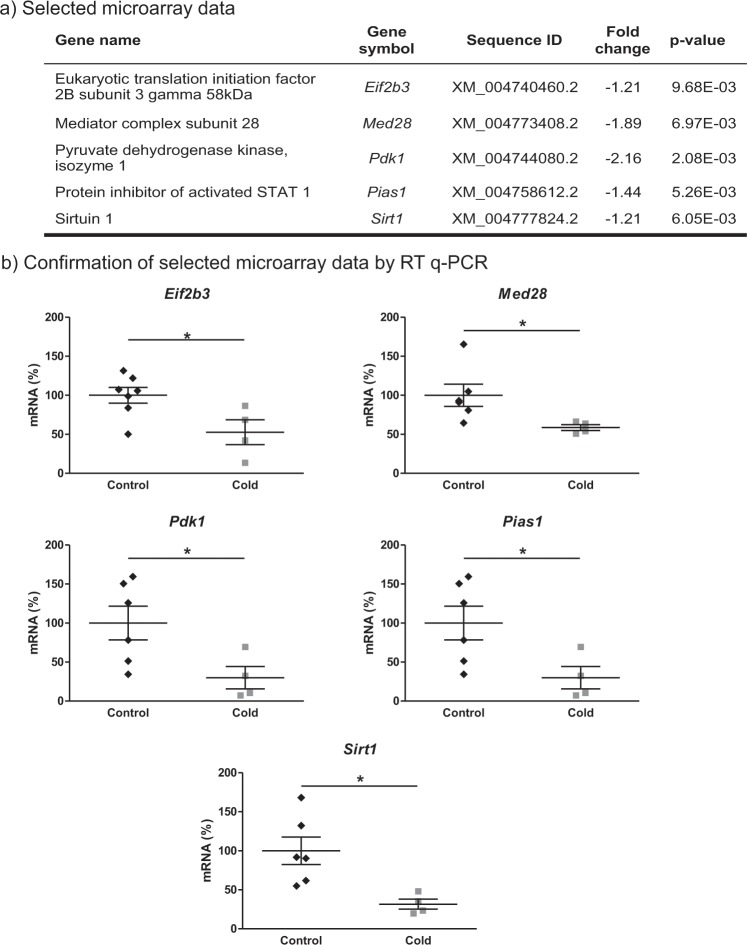
Microarray data confirmation. (**a**) Selected microarray data to be confirmed consisting of genes based on interesting pathways affected by cold exposure in PBMC *vs* their respective controls. Fold change indicates PBMC expression levels in cold-exposed animals over control group. (**b**) Microarray confirmation by RT-qPCR. Results are presented as dot plots (n = 4–7) of ratios of specific mRNA levels relative to *Apoo*, and are expressed as a percentage of the value of the control group that was set to 100%. Means ± S.E.M. are included. *indicates values significantly different *vs* control animals (Mann-Whitney U-test, p < 0.05).

Our group has repeatedly demonstrated that PBMC gene expression reflects the regulatory patterns observed in internal organs/tissues^20,21^. To see whether, in this case, our results were truly a reflection of the effect of cold exposure on relevant tissues, the expression of four relevant genes affected in the microarray analysis were analysed, in retroperitoneal white adipose tissue and in the liver. The genes selected were: *Eif2b3, Med28*, *Pias1*, and *Sirt1*. As observed in PBMC, we found decreased expression of the four genes analysed in the retroperitoneal white adipose tissue of cold-exposed animals (Fig. 4a), being significant for *Eif2b3* and showing a statistical trend (p < 0.1) for the other three: *Med28*, *Pias1* and *Sirt1* (Mann-Whitney *U* test). In liver, only a trend towards decreased expression in the cold group of the key energy metabolism regulator *Sirt1* was observed (Fig. 4b).

**Figure 4:**
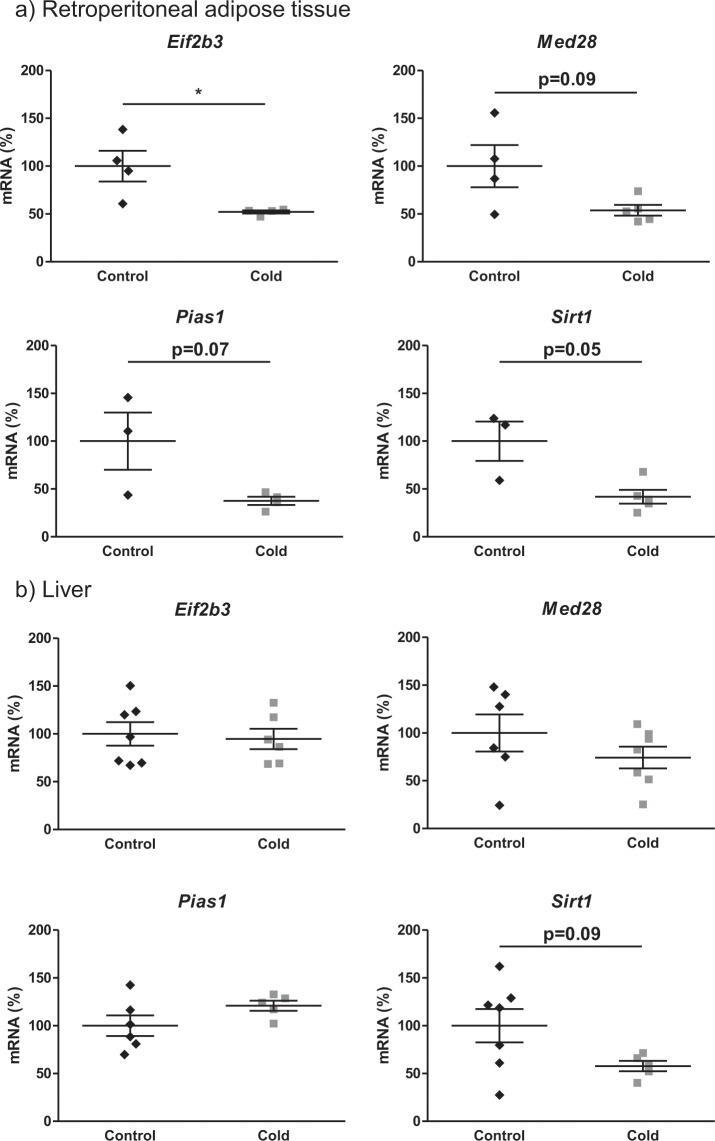
Retroperitoneal adipose tissue (**a**) and liver (**b**) mRNA expression analysis of selected genes. Results are presented as dot plots (n = 3–7) of ratios of specific mRNA levels relative to *Apoo*, and are expressed as a percentage of the value of the control group that was set to 100%. Means ± S.E.M. are included. *indicates values significantly different *vs* control animals (Mann-Whitney U-test, p < 0.05 or indicated when different).

## Discussion

As far as we know this is the first study characterising the effect of cold on global gene expression in PBMC and how this is reflected in other tissues in ferrets. To date, most of the published data of cold effects on mammalian systems have emerged from studies aimed at specific processes, such as adaptive thermogenesis, mainly using rodents as animal model^11,22–25^. On the other hand, general cellular processes affected by cold exposure in mammals have been mainly evaluated in cell cultures or in hibernating mammals and mostly show a severe reduction in non-essential cellular processes to minimise catabolic pathways that utilise ATP^26,27^.

A global gene expression analysis was performed in PBMC from control and cold-exposed ferrets. Ferrets are an animal model closer to humans than the widely used rodents in several aspects, such as adipose tissue organisation and function, and immune response^14,15,28,29^. PBMC constitute an interesting tool to analyse the effects of cold on overall metabolism, as this cell fraction is known to express up to 80% of the human genome, mimicking gene expression response of internal organs in response to different stimuli^30^. In the present study, we show that gene expression analysis in PBMC is an interesting option to analyse the general effects of cold exposure on metabolism.

One-week 4 °C cold exposure had a severe impact on the PBMC transcriptome, especially affecting the expression of genes involved in gene expression regulation. Gene expression was, in fact, the most affected process, with 121 genes differentially expressed in cold *vs* control-exposed animals, most of which (101) were down-regulated. Previously, in different types of mammalian cells, inhibition of transcription and translation, inhibition of RNA degradation, and alternative splicing of pre-mRNA have been described as mechanisms explaining effects of cold exposure on gene expression^6^. Accordingly, our data reveal a clear inhibition of transcription factors, especially zinc finger proteins (e.g. *Zbed5, Zcchc11*, *Znf770*, *Zmym5*, *Zscan30*, and *Znf235*), as well as a down-regulation of genes involved in alternative splicing (such as *Ccdc12*, *Rbfox2*, *Rsrc1*, and *Syncrip*) and post-splicing regulators (*Upf3a* and *Upf3b*), which are essential for RNA maturation and post-transcriptional regulation. Moreover, our results show other affected genes related to gene expression regulation, among others, epigenetic regulators, interfering RNAs and coactivators (such as *Med28* and *Phf17*) and corepressors (such as *Bcor* and *Nab1*), which were mainly down-regulated and could contribute to the general gene expression inhibition observed in PBMC of cold-exposed ferrets.

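Of the 178 measured genes whose symbol marks them as zinc finger genes, 127 (71.3%) were lower in cold, with a median log2 change of -0.10 (camera adjusted p = 1.3e-04, fry adjusted p = 0.00374). Every cold array scored below every control array. Among these genes, 21 lower and 2 higher ones had an unadjusted p under 0.01. In the authors' deposited value table, the median of the list was 0 and it did not pass (camera adjusted p = 0.319). Per target sequence with the methods' t-test, a setting chosen after seeing the values, its median was 0.08, against 0.27 for all sequences. Relative to all sequences it passed there as lower (camera adjusted p = 0.0218). Of the zinc finger genes the paper names, ZNF770 fell by 0.77 (standard error 0.18), ZSCAN30 by 0.29 (standard error 0.09) and TUT4, the current symbol of Zcchc11, by 0.25 (standard error 0.08). ZMYM5 and ZNF235 fell by 0.16 and 0.07, within the spread between arrays. In the authors' deposited values, ZMYM5 changed by 0.27 and ZNF235 by -0.24 (the methods' t-test, p = 0.348 and 0.00119). The 45 measured splicing factor genes had a median of -0.14, with 33 lower and 12 higher (camera adjusted p = 0.00517, fry adjusted p = 0.0468), although the groups of arrays overlapped. CCDC12 fell by 0.24 (standard error 0.08), UPF3B by 0.22 (standard error 0.09), and UPF3A by 0.08 (standard error 0.08). In the authors' deposited values, the methods' t-test gave changes of -0.5 for CCDC12 (p = 0.0154), -0.42 for UPF3B (p = 0.00447) and -0.39 for UPF3A (p = 0.00628). Rbfox2, Rsrc1 and Syncrip were not matched to a gene by name and are not analysed here.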

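Among 21 measured subunits of the Mediator complex, the co-activator that MED28 belongs to, 12 were lower and 9 higher in cold, with a median log2 change of -0.04 (camera adjusted p = 0.456), and the groups of arrays overlapped. Only MED28 had an unadjusted p under 0.01. BCOR went from 0.23 ± 0.08 (SD, n = 6) in control to 0.17 ± 0.12 (SD, n = 4) in cold, within the spread between arrays (exact permutation test, two-sided p = 0.314). This value averages 5 target sequences. In the authors' deposited values, the sequence looked up for BCOR changed by -0.49 (the methods' t-test, p = 0.00876). Phf17 and Nab1 are not analysed here, as no gene was matched to these names.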

The second most regulated process was the cell cycle, especially with genes involved in proliferation and cell-cycle regulation being down-regulated. 

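Of the 7 genes that Table 2 places under cell cycle, 4 were lower and 3 higher in cold, with log2 changes from -0.46 to 0.87. PTP4A3 had a log2 ratio of -0.03 ± 0.10 (SD, n = 6) in control and -0.48 ± 0.24 (SD, n = 4) in cold, and USP37 -0.11 ± 0.08 (SD, n = 6) and -0.39 ± 0.09 (SD, n = 4), both without overlap between the groups. RIPOR2, the current symbol of Fam65b, fell by 0.22 and MDM4 by 0.06, neither beyond the spread between arrays (exact permutation tests, two-sided p = 0.205 and 0.410). SMC1B rose by 0.51 (standard error 0.12) and FNDC3B by 0.36 (standard error 0.10).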

Down-regulation of cell cycle as a consequence of cold exposure has been described for mammalian cultured cells and hibernating mammals^6,18,31^. 

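Of the genes that the paper assigns to apoptosis, BCL2L15 changed beyond the spread between arrays. Its log2 ratio was 0.49 ± 0.25 (SD, n = 6) in control and 1.14 ± 0.29 (SD, n = 4) in cold (exact permutation test, two-sided p = 0.0143). ARL6IP6 went from 0.21 ± 0.19 (SD, n = 6) to 0.44 ± 0.23 (SD, n = 4) with overlapping groups (exact permutation test, two-sided p = 0.119). RNF122 went from 0.58 ± 0.15 (SD, n = 6) to 0.34 ± 0.24 (SD, n = 4), also with overlap (exact permutation test, two-sided p = 0.0952). In the Cy3 channel alone, all 3 genes had an unadjusted limma p under 0.01, with log2 changes of 0.64 for BCL2L15, 0.29 for ARL6IP6 and -0.64 for RNF122. In the authors' deposited values, the methods' t-test gave 0.73 for BCL2L15 (p = 0.00211), 0.18 for ARL6IP6 (p = 0.165) and -0.72 for RNF122 (p = 0.00575).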

Cold exposure was also observed to inhibit the expression of pro-apoptosis related genes (such as *Rnf122*) and increase the expression of anti-apoptosis genes (such as *Arl6ip6* and *Bcl2l15*) in ferret PBMC. This is in concordance with previous results revealing increased expression of the anti-apoptotic protein BCL2 in neurons from cold-exposed rats^32^. This is of interest, as our group has previously described that PBMC can also mimic changes in gene expression occurring in brain as a result of different nutritional stimuli^21,33^. Cold exposure has also been reported to induce ribosomal disaggregation in studies performed in brain and kidney of ground squirrel (*Spermophilus tridecemlineatus*)^34,35^, by inhibiting protein synthesis. In this sense, our results reveal transcriptional inhibition by cold exposure of genes related to ribosomal biogenesis, e.g. *Nsun4*, and mitochondrial ribosomal translation, e.g. *Mrps31* and *Mrps9*, suggesting ribosomal disaggregation related to protein synthesis inhibition in PBMC of ferrets as occurs in *in vitro* studies and in hibernating mammal models. Moreover, decreased expression in PBMC of genes coding for translation initiation factors, such as *Eif2b3* and *Mtif3* was also observed. 

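NSUN4 had a log2 ratio of 0.04 ± 0.16 (SD, n = 6) in control and -0.36 ± 0.10 (SD, n = 4) in cold, with every cold array below every control array. MRPS9 fell by 0.21 (standard error 0.09), with overlap between the groups (exact permutation test, two-sided p = 0.0571). In the authors' deposited values, MRPS9 changed by -0.44 (the methods' t-test, p = 0.00687). Mrps31 was not matched by name and is not analysed here. Of the 58 measured mitochondrial ribosomal protein genes, 37 were lower and 21 higher, with a median log2 change of -0.05 (camera adjusted p = 0.406). That list passed as lower in the authors' deposited value table, where its median was -0.36 (camera adjusted p = 1.3e-04). The 53 measured cytosolic ribosomal protein genes had a median of -0.12, with 42 lower and 11 higher (camera adjusted p = 7.4e-04). The cold and control arrays overlapped for this list, which did not pass with fry (adjusted p = 0.185).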

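The 33 measured genes whose symbol begins as that of a translation initiation factor, among them kinases and binding proteins of these factors, had a median log2 change of -0.03, with 19 lower and 14 higher in cold (camera adjusted p = 0.698), and the groups of arrays overlapped. EIF5B was lower and EIF4EBP1, which codes for a binding protein, higher at an unadjusted p under 0.01, and these 2 are named here after their values were seen. With arrays centred on their median, the list had a median of -0.77 and passed (camera adjusted p = 0.0175), in a setting where most genes were lower. It also passed as lower in the authors' deposited value table, with a median of -0.29 (camera adjusted p = 0.00142). EIF2B3 kept a negative log2 change with each array left out in turn, from -0.25 to -0.17. Mtif3 is not analysed here, as no gene was matched to this name.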

Cold exposure thus mainly inhibits key effectors of gene expression and cell cycle progression, as well as protein synthesis, as has been observed for other tissues, suggesting this as a general response to cold and enforcing the potential sentinel function of PBMC.

PBMC are composed of lymphocytes and monocytes and, thus, play a key role in immune function. Cold exposure is known to exert a regulatory role on inflammation^4^ and, accordingly, immune response turned out to be the third most highly altered process (Fig. 2B) indicative of a modulatory effect of cold exposure on the expression of immune-related genes in PBMC, which is supported by our Metacore analysis (Fig. 2A). The relationship between cold exposure and immune response is somewhat controversial, with some authors revealing that a cold stimulus induces minimal or no immunological alterations in humans^36,37^, while others show immunosuppressive effects^38–42^. Since PBMC are cells of the immune system, our global gene expression analysis contributes to the knowledge of the effect of cold exposure on immunity. Further, by using ferret as the animal model, we have recently shown a specific down-regulatory effect of cold exposure on perivascular adipose tissue, which is reflected in PBMC^18^. This is of interest as inflammation in this adipose depot has been related to cardiovascular complications^43,44^. 

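Of the 4 genes that Table 2 places under immune response, 3 were measured. CLEC2D, which codes for a C-type lectin, had a log2 ratio of 1.40 ± 0.16 (SD, n = 6) in control and 0.82 ± 0.21 (SD, n = 4) in cold, with every cold array below every control array. TRIM13 went from -0.13 ± 0.18 (SD, n = 6) to -0.66 ± 0.26 (SD, n = 4), with overlap (exact permutation test, two-sided p = 0.00952). The gene listed as Loc101680639 was higher in cold, and Hivep2 was not matched to a measured gene.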

In the present study, 67 genes with a role in immune response were affected by cold exposure (p < 0.01, Students’ *t-*test); 28 of these were down-regulated and 39 up-regulated. Affected genes were involved mainly in immune system maturation/activation, but genes involved in antigen recognition and presentation, antigen degradation, and cytokine signalling were also affected. A more detailed classification of the up-regulated genes shows that they include genes coding for proteins with an inhibitory role in the immune response. For example, one of the top up-regulated genes was *Siglec8*, which codes for a transmembrane cell surface protein whose expression on leukocytes has an immune-inhibitory role^45^. Therefore, global gene expression data are indicative of a general immunosuppression effect observed at PBMC level. This is relevant, as an exacerbated immune response has been related to multiple pathologies^46,47^; thus, our results hint at a potential for clinical therapies based on the molecular effects induced by cold exposure. These results reinforce expression analysis in ferret PBMC as an option to test potential immunosuppressive effects of pharmacological therapies. 

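On the array, the sequences of Siglec8 are those of the gene annotated as LOC101680639. Its log2 ratio was 1.02 ± 0.26 (SD, n = 6) in control and 2.48 ± 0.52 (SD, n = 4) in cold, a log2 change of 1.46 (standard error 0.22), and every cold array lay above every control array. With each array left out in turn, the change stayed between 1.21 and 1.62. In the Cy3 channel alone it was 1.35.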

One limitation of our study is that we did not measure serum cytokines, as there is a lack of ferret specific antibodies and reagents to detect these circulating inflammatory mediators.

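A list of 12 measured glycolysis genes had a median log2 change of 0.39, with 9 genes higher and 3 lower in cold (camera adjusted p = 0.00337, fry adjusted p = 0.0468), although cold and control arrays overlapped. The direction depended on the scaling of the arrays. The median was 0.58 in the Cy3 channel alone, but -0.60 with arrays centred on their median and -0.07 in the authors' deposited value table. GAPDH rose by 0.50 (standard error 0.16) and GAA by 0.30 (standard error 0.09), and both changed sign, to -0.19 and -0.02, with median centring, although both stayed above the median of all genes in that setting. The 7 measured genes of glycogen breakdown had a median of 0.30, with 6 higher and 1 lower (camera adjusted p = 0.00720). Of these 7, the paper names 3 in Table 3, and the remaining 4 did not pass as a list, with a median of 0.09 (camera adjusted p = 0.642). For the glycolysis and glycogen lists too, a different mixture of blood cells was not separated from a change of expression within cells.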

Finally, another relevant process affected by cold exposure was energy metabolism, with 26 genes differentially expressed in PBMC of control and cold-exposed animals (p < 0.01, Students’ *t-*test). 

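With each array left out in turn, the log2 change of PDK1 stayed between -0.79 and -0.67, and its unadjusted limma p was at most 2.3e-04. The change of SIRT1 stayed between -0.19 and -0.14, with a p from 0.0273 to 0.104. In the authors' deposited values, the sequence of PDK1 changed by -1.11 and that of SIRT1 by -0.28 on the log2 scale.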

Among the affected genes, we found two master regulators of energy balance, *Pdk1* and *Sirt1*, which were down-regulated by cold exposure in ferret PBMC. *Pdk1* encodes a master kinase with a key role in energy homeostasis in liver^48^. Particularly, PDK phosphorylates and thereby inhibits pyruvate dehydrogenase complex activity, which is responsible for pyruvate conversion into acetyl-CoA, which can then enter the tricarboxylic acid (TCA) cycle for ATP synthesis, or be used for fatty acid synthesis^49^. The pyruvate dehydrogenase complex is active in most tissues in the fed state, and suppressing its activity by PDK is crucial to maintaining energy homeostasis under extreme nutritional conditions in mammals^49^. Thus, tentatively, PDK1 inhibition in PBMC by cold exposure could be indicative of increased pyruvate dehydrogenase activity. This would increase acetyl-CoA flux directed towards the TCA cycle – which can potentially feed electron transport complexes in order to sustain increased metabolic fluxes – and not towards fatty acid synthesis, coincident with the decreased expression observed of lipogenic genes (e.g. *Lpin1* and *Pias1*). This gene expression regulation observed in PBMC for lipogenic genes probably reflects decreased lipogenic capacity in key homeostatic tissues in response to cold exposure. This is in line with increased circulating NEFA levels in cold-exposed ferrets, indicative of fat mobilisation. However, we also observed decreased expression of some genes related to fatty acid catabolism, i.e. *Azgp1* and *Ehhadh* in PBMC after cold exposure. This effect could be related to lower *Sirt1* expression, as has also been described by other authors in brown and white adipose tissue depots of rodents exposed to 4 °C^50^. 

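LPIN1 had a log2 ratio of -1.62 ± 0.28 (SD, n = 6) in control and -2.14 ± 0.25 (SD, n = 4) in cold (exact permutation test, two-sided p = 0.0190). The 10 measured genes of a lipogenesis list were all lower in cold, with a median log2 change of -0.52 (camera adjusted p = 0.00150), and 1 of them had an unadjusted p under 0.01. The paper names 2 of them, and the other 8 had a median of -0.61. The cold and control arrays overlapped in their scores for this list (exact permutation test, two-sided p = 0.0619). It did not pass in the Cy3 channel alone, where the median was -0.12 (camera adjusted p = 0.0915), nor with fry (adjusted p = 0.0611). With log2 of the median Cy5 intensity as a covariate, chosen after seeing the data, the median was -0.08. The list did not pass there either (camera adjusted p = 0.175).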

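AZGP1, listed in Table 3 as Loc101679584, had a log2 ratio of -0.55 ± 0.32 (SD, n = 6) in control and -1.30 ± 0.29 (SD, n = 4) in cold, without overlap between the groups. EHHADH went from 0.11 ± 0.08 (SD, n = 6) to -0.19 ± 0.24 (SD, n = 4), with overlap (exact permutation test, two-sided p = 0.00952). The 14 measured genes of fatty acid oxidation had a median log2 change of -0.07, with 10 lower and 4 higher (camera adjusted p = 0.456). None of them had an unadjusted p under 0.01. In the authors' deposited value table the median was -0.35 and the list did not pass (camera adjusted p = 0.102). Per target sequence with the methods' t-test, a setting chosen after seeing the values, it passed as lower (-0.42, camera adjusted p = 2.0e-04).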

*Sirt1* mRNA codes for a NAD^+^-dependent deacetylase enzyme that regulates several metabolic processes, e.g. promoting fat mobilisation and reducing lipid synthesis in white adipose tissue^51^. Indeed, the decreased expression of *Sirt1* and *Pias2* in PBMC of ferrets reflected a similar trend in their retroperitoneal white adipose tissue, supporting their role as a sentinel tissue. One of the well-known effects of cold exposure is the induction of adaptive thermogenesis, consisting of heat production in brown adipose tissue to maintain body temperature at the expenses of lipid mobilisation^2,3^. Moreover, cold exposure also induces the appearance of brown-like adipocytes in white adipose tissue depots, the so called brite or beige adipocytes, in a process known as browning^52^. We have previously reported, using rodents, that PBMC do not express the gene coding for the protein responsible of brown adipose tissue thermogenesis, UCP1, but they do express other markers indicative of adaptive thermogenesis and white adipose tissue browning^53^. 

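PM20D1 had a log2 ratio of 0.14 ± 0.12 (SD, n = 6) in control and 0.42 ± 0.13 (SD, n = 4) in cold (exact permutation test, two-sided p = 0.0143), a log2 change of 0.29 (standard error 0.09). Its change was 0.62 in the Cy3 channel alone and 0.95 in the authors' deposited values. With each array left out in turn it stayed between 0.23 and 0.34. Of a list of 9 measured thermogenesis and browning genes, 5 were lower and 4 higher in cold, with a median of -0.10 (camera adjusted p = 0.698). The probes of Ucp1 were not well above background on enough arrays to be tested.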

Interestingly, in the present study, cold exposure in ferrets induced the expression of *Pm20d1* in PBMC. This gene codes for a peptidase, which produces N-acyl amino acids that directly increase mitochondrial uncoupling, even in cells lacking UCP1^25,54^. This result is in line with metabolic adaptations to cold exposure and, to our knowledge, this is the first report suggesting that UCP1-independent thermogenesis is potentially being reflected in PBMC.

In conclusion, we provide first evidence of the usefulness of PBMC as easily obtainable material to obtain gene expression biomarkers to analyse the effect of cold exposure on overall metabolism. Our whole genome microarray reveals that cold exposure affects the ferret PBMC transcriptome which, at least to some extent, reflects the expected adaptations observed in a key homeostatic tissue, adipose tissue, in our own animal model, as well as adaptations described in other animal models or in cell cultures. That is, a widespread down-regulation of genes involved in gene expression, cell cycle, signal transduction and protein synthesis; moreover, key energy metabolism genes were also affected, reflecting the previously reported response in internal homeostatic tissues. Finally, cold exposure induced an immunosuppressive gene expression pattern in PBMC, which, together with increased energy dissipation, could be of therapeutic interest in terms of obesity and cardiovascular disease protection.

## Materials and Methods

### Animal procedure

The animal protocol followed in this study was reviewed and approved by the Bioethical Committee of the University of the Balearic Islands and guidelines for the use and care of laboratory animals were followed. Three month-old male ferrets (*Mustela Putorius Furo* from Cunipic, Lleida, Spain) were distributed into two groups (n = 7): a control group, acclimatised to room temperature (22 ± 2 °C), and a cold group, acclimatised to 4 °C for one week housed individually. All animals were exposed to a light/dark cycle of 12 h and had free access to water and diet (Gonzalo Zaragoza Manresa SL, Alicante, Spain). Animals were weighed before and after cold exposure. At the end of the experimental period, ferrets were anesthetised using 10 mg/kg of ketamine hydrochloride (Imalgène 1000, Merial Laboratorios SA, Lyon, France) and 80 mg/kg medetomidine (Domtor, Orion Pharma, Espoo, Finland). Arterial blood was collected from the left ventricle and animals died by exsanguination. Afterwards, liver and different visceral (aortic perivascular, retroperitoneal, mesenteric, and gonadal) and subcutaneous (interscapular and inguinal) adipose depots were rapidly removed. Adipose depots were weighed to detect changes in adiposity. Blood samples from the left ventricle were collected using heparin in NaCl (0.9%) as anticoagulant. For plasma collection, blood samples were stored for 1 h at 4 °C and centrifuged at 1000 g for 10 min at 4 °C.

### Quantification of circulating parameters

Circulating glucose was measured using an Accu-Chek Glucometer (Roche Diagnostics, Barcelona, Spain).

### PBMC isolation

PBMC were isolated from blood samples by Ficoll gradient separation according to the instructions of the manufacturer (GE Healthcare Bio Sciences, Barcelona, Spain), with some modifications^18^.

### Total RNA isolation

Total RNA from PBMC samples was extracted using Tripure Reagent (Roche Diagnostics, Barcelona, Spain) and then purified with E.Z.N.A. MicroElute RNA Clean Up (Omega Biotek, Vermont, USA), followed by precipitation with 3M sodium acetate and absolute ethanol. Moreover, total RNA from retroperitoneal adipose and liver samples was extracted using Tripure Reagent (Roche Diagnostics, Barcelona, Spain) and purified by precipitation with 3M sodium acetate and absolute ethanol. RNA yield was quantified using a NanoDrop ND 1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). The integrity of PBMC samples was measured on an Agilent 2100 Bioanalyzer with RNA 6000 Nano chips (Agilent Technologies, South Queensferry, United Kingdom). The integrity of retroperitoneal adipose tissue and liver RNA samples was confirmed using agarose gel electrophoresis.

### Microarray processing and normalisation

We used an Agilent array, designed for our laboratory by the Príncipe Felipe Research Centre consisting of 45,328 sequences, which code for a total of 19,299 unique genes. PBMC RNA samples of ferrets were used for microarray processing (n = 6 *vs* 4, control and cold groups respectively). One array per sample was performed for each PBMC sample. For the cold group, samples from 4 out of 7 animals were used for the array due to difficulties to obtain PBMC in two of the animals. This did not affect the significance of the results either in the microarray analysis or in the confirmation by reverse transcription quantitative real-time polymerase chain reaction, as cold exposure had a deep and clear impact on the PBMC transcriptome. Microarray labelling and processing (hybridisation, washing, scanning and normalisation) was performed as previously described^18^ using a whole genome ferret-specific gene expression microarray designed by us and the Genomics and Translational Genetics Service of the Príncipe Felipe Research Centre (Valencia, Spain). The microarray was designed as a 2 × 400 k G4861A (AMADID-064079) Agilent array (Agilent Technologies, Inc., Santa Clara, CA, USA).

### Microarray data analysis

Statistical differences between the cold-exposed group *vs* the control group were assessed by Students’ *t-*test in GeneMaths XT 2.12; the generated p-values were used to obtain insight into significantly affected genes. Heatmaps of gene mean-centred expression data were obtained using GeneMaths XT 2.12 with hierarchical clustering based on samples (columns) and genes (rows). Fold change calculations (cold over control) were performed in Microsoft Excel. The most regulated genes (p-value < 0.01) were manually classified and sub-classified for biological information using available databases (Genecards, NCBI, WikiPathways, PubMed), focussing on key biological domains, such as molecular function and biological process. Analysis of process networks with a threshold for significance set at p < 0.01 was performed using Metacore (Thomson Reuters, New York, NY, USA). Gene symbols were used as unique identifier and since the ferret species is missing as input option, human species was selected. Microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) under accession number GSE62352.

### Reverse transcription quantitative real-time polymerase chain reaction (RT-qPCR) analysis

To validate the microarray data analysis, RT-qPCR was used to measure mRNA expression levels in PBMC samples of both control and cold groups. Additionally, selected genes of interest were analysed in retroperitoneal adipose tissue and liver samples of the control (n = 4–7) and cold groups (n = 5–7). The following genes were analysed: (a) in PBMC: *Eif2b3*, *Med28*, *Pdk1*, *Pias1*, and *Sirt1*; (b) in retroperitoneal adipose tissue and in liver: *Eif2b3*, *Med28*, *Pias1*, and *Sirt1*. Using iScript cDNA synthesis kit (BIO-RAD, Madrid, Spain), 50 ng of total RNA from PBMC, retroperitoneal adipose tissue, and liver, was reverse transcribed to cDNA in an Applied Biosystems 2720 Thermal Cycler (Applied Biosystems, Madrid, Spain). Each PCR was performed from 1/5 diluted PBMC cDNA or 1/10 diluted adipose tissue or liver cDNA, forward and reverse primers (5 µM), and Power SYBER Green PCR Master Mix (Applied Biosystems) in a total volume of 11 µl, with the following profile: 10 min at 95 °C, followed by a total of 40 temperature cycles (15 s at 95 °C and 1 min at 60 °C for *Apoo* and 62 °C for the other genes) with a final cycle of 15 s at 95 °C, 1 min at 60 °C and 15 s at 95 °C. In order to verify the purity of the products, a melting curve was produced after each run according to the manufacturer’s instructions. Threshold cycle (Ct) was calculated using the instrument’s software (StepOne Software v2.0, Applied Biosystems) and the relative expression of each mRNA was calculated as a percentage of control animals, using the 2^−ΔΔCt^ method^55^. Data were normalised against the reference genes Apolipoprotein O (*Apoo*) for PBMC, adipose tissue, and liver. 

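APOO had a log2 ratio to the reference pool of -0.70 ± 0.26 (SD, n = 6) in control and -0.64 ± 0.24 (SD, n = 4) in cold. The log2 change of 0.06 (standard error 0.15) was within the spread between arrays (exact permutation test, two-sided p = 0.714). In the Cy3 channel alone, quantile normalized and without the reference pool, APOO was 0.43 higher in cold, with an unadjusted limma p of 7.3e-04. In the authors' deposited values its log2 change was -0.11 (the methods' t-test, p = 0.703). With arrays centred on their median, a setting where most genes were lower, it was lower in cold.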

*Apoo* was selected as reference gene because it showed equal and high expression in the microarray for control and cold groups, with minimal variation over all samples. Primers for the different genes, described in Table 4, were obtained from Sigma Genosys (Sigma-Aldrich Química SA, Madrid, Spain).

**Table 4:** Nucleotide sequences of primers and amplicon size used for real-time RT-qPCR amplification.

Gene	Forward primer (5′-3′)	Reverse primer (5′-3′)	Amplicon size (bp)
*Eif2b3*	acgcaggttggagagaagtc	acgctgtcttggatgttgc	140
*Med28*	ggcttgctttgcttctcttg	acttgctctggtttctggaca	171
*Pdk1*	tcaccaggacagccaataca	ctcggtcactcatcttcacg	184
*Pias1*	tggagttgatggatgcttga	tggagatgcttgatgtggaa	223
*Sirt1*	ttcaccaccacattcttcagt	agccaacattcctcacatct	188
*Apoo* (Reference gene)	acgcaggttggagagaagtc	acgctgtcttggatgttgc	140

*Eif2b3*, Eukaryotic translation initiation factor 2B subunit 3 gamma 58KDa; *Med28*, Mediator complex subunit 28; *Pdk1*, Pyruvate dehydrogenase kinase isozyme 1; *Pias1*, Protein inhibitor of activated STAT1;* Sirt1*, Sirtuin 1; *Apoo*, Apolipoprotein O.

### Statistical analysis

Differences in real-time RT-qPCR data between control and cold groups were analysed using the Mann-Whitney *U* test. Analysis was performed with SPSS for Windows (version 15.0; SPSS, Chicago, IL, USA). Threshold of significance was defined at p-value < 0.05 and a trend at p < 0.1. The statistical analysis of the microarray data has been indicated above in the microarray data analysis section.

## Supplementary information

Table 2

Table 3

Supplementary Figures

# Supplementary material for: Effects of cold exposure revealed by global transcriptomic analysis in ferret peripheral blood mononuclear cells
**Source:** Sci Rep. 2019 Dec 27;9:19985. doi: 10.1038/s41598-019-56354-6
**Supplement:** Supplementary file 3 — Supplementary Figures

## **Effects of cold exposure revealed by global transcriptomic analysis in ferret peripheral blood mononuclear cells**

Bàrbara Reynés<sup>1,2,3</sup>, Evert M. van Schothorst<sup>4</sup>, Jaap Keijer<sup>4</sup>, Andreu Palou<sup>1,2,3\*</sup>, Paula Oliver<sup>1,2,3</sup>

<sup>1</sup>Laboratory of Molecular Biology, Nutrition and Biotechnology (Nutrigenomics and Obesity group), University of the Balearic Islands, Palma, Spain. <sup>2</sup>CIBER de Fisiopatología de la Obesidad y Nutrición (CIBEROBN), Madrid, Spain. <sup>3</sup>Balearic Islands Health Research Institute (IdISBa), Palma, Spain. <sup>4</sup>Human and Animal Physiology, Wageningen University, Wageningen, The Netherlands.

# Supplementary Figure 1

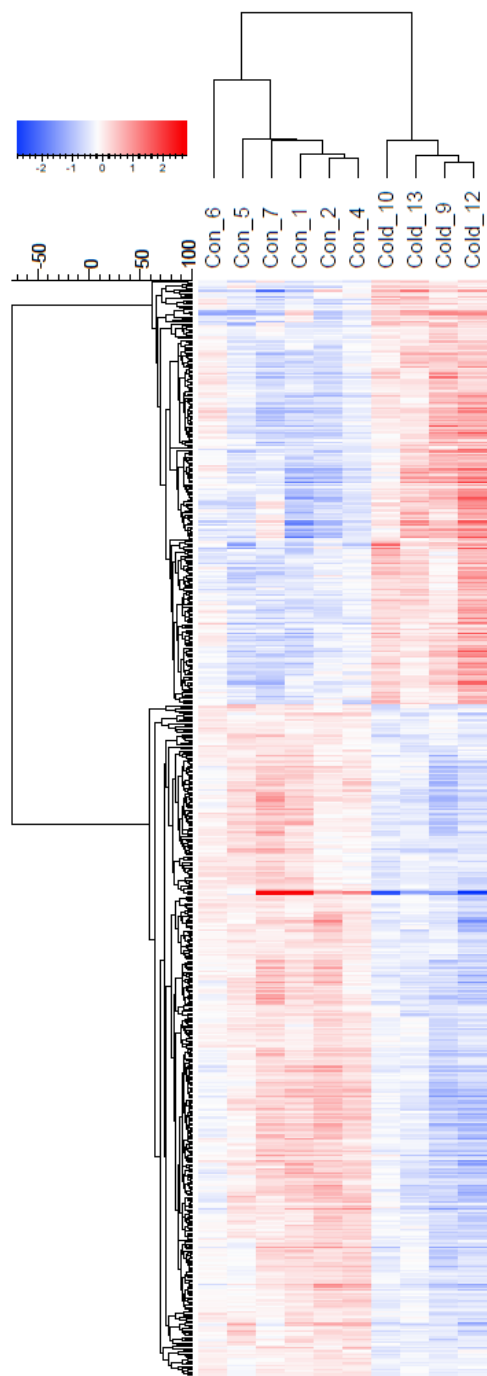

Heatmap showing differential expression for 611 genes by cold exposure in PBMC. Differential PBMC gene expression in cold vs control animals (p-value<0.01, Students' *t*-test, columns) is shown as mean-centred expression data per gene (row), with its associated Fold Change (log2 scale) of cold over control group by color-coding; scale bar is shown on the top.

# Supplementary Figure 2

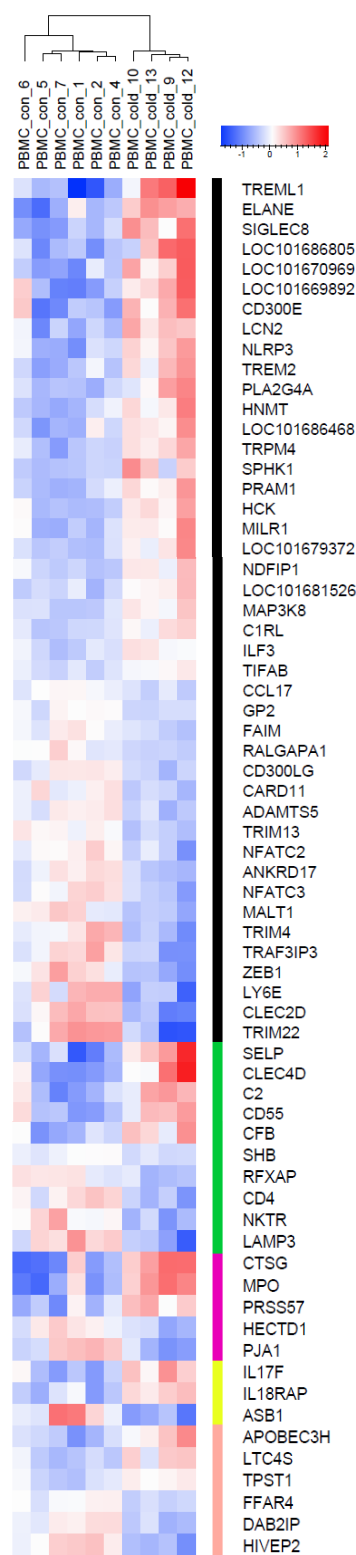

Heatmap showing differential expression of 67 immune response-related genes by cold exposure in PBMC. Differential PBMC gene expression in cold vs control animals ( $p < 0.01$ , Students'  $t$ -test, columns) is shown as mean-centred expression data per gene (row), with its associated Fold Change (log2 scale) of cold over control group by color-coding; scale bar is shown on the top. Sub-classification of the genes is shown by coloured bars and their order within the subgroups is based on fold change. Black: immune system maturation/activation; green: antigen recognition/presentation; purple: antigen degradation; yellow: cytokine signalling; pink: others.

# Supplementary Figure 3

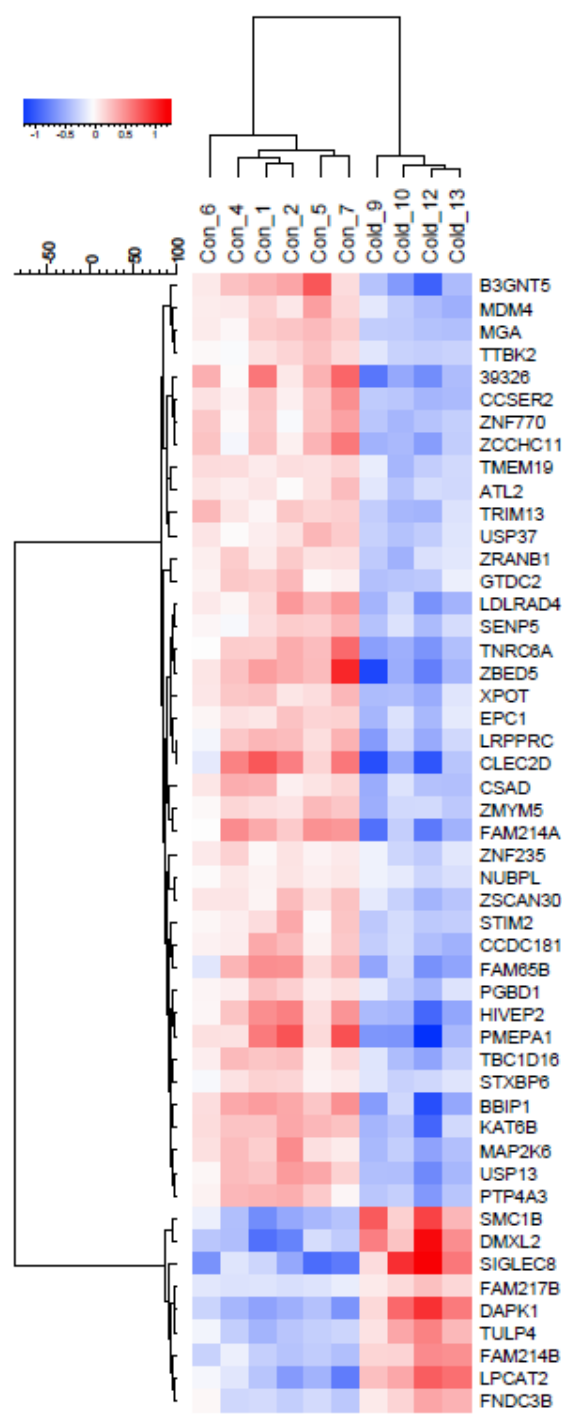

Heatmap showing gene expression of the top 50 regulated genes affected by cold exposure based on their p-value expressed in PBMC of cold vs control exposed ferrets. Differential PBMC gene expression in cold vs control animals (p-value<0.01, Students' *t*-test, columns) is shown as mean-centred expression data per gene (row), with its associated Fold Change (log2 scale) of cold over control group by color-coding; scale bar is shown on the top.

How the deposited data were processed for this re-analysis (not part of the article)

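PBMC RNA of 6 control ferrets (22 °C) and 4 cold-exposed ferrets (4 °C, 7 days) was measured on 10 custom 2-colour Agilent arrays, 1 per ferret. Cy3 carried the RNA of the ferret and Cy5 a common reference pool. All 10 arrays lay on separate slides and were scanned on 1 day, so that neither slide nor scan day could be fitted as a block. The position on the slide could be, and was an alternative.

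The authors deposited, for each array, the spot intensities written by the Agilent Feature Extraction software, as the median brightness and local background of each spot in each channel, together with intensities that the software had background-subtracted and dye-normalized, and flags for spots that are well above background, saturated or outliers. The authors also deposited a table of log2 values per target sequence. Set against the scanner intensities, that table holds, within each sequence, the mean log2 Cy3 less the mean log2 Cy5 intensity, with a constant per array and per sequence and without background subtraction. Which step set these constants was not found in the paper's text.

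The planned input was the mean intensity of a spot. The files used here carry the median in its place, so the median was used. Background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, fitted on all spots. Control spots were then left out, and the log2 ratio of Cy3 to Cy5 was normalized within each array by loess (span 0.3, 4 iterations). After that step, spots flagged as outliers were left out. Spots of a probe were averaged, then all probes of a gene. A probe was kept where a share of at least 0.5 of its spots had Cy3 well above background on at least 4 arrays. Of the 45328 target sequences, 21104 were named through the RefSeq gene table of assembly ASM1176430v1.1, as 12918 genes, 25 only through the paper's tables, and 24199 kept their accession. No genome coordinates are given, since the paper does not place the probes on that assembly. After the filter, 111101 probes of 26302 genes were tested, and 1 gene with a missing value was left out.

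Cold and control were compared with limma's lmFit and eBayes, with Benjamini-Hochberg adjustment over all genes at 0.05, and counts are also given at the unadjusted threshold of the methods, 0.01. Single genes also have an exact permutation test over the 210 splits of 10 arrays, whose smallest p is 0.00476. The log2 changes are those of the log2 ratio. The precision of every value is limited by the 4 cold and 6 control arrays. The share of spots well above background ranged from 50.4 to 63.5% for Cy3 and from 27.0 to 64.0% for Cy5.

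Values were computed for every measured gene that the paper names in its text, Tables 2 and 3, Fig. 1 and Fig. 3a, of which the text gives a part, and for 10 genes chosen by rule, namely those with the largest change past the adjusted threshold and without overlap between the groups, filled up in order of p because no gene passed. A total of 22 gene lists were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation. They comprise 14 lists of gene families and pathways and 8 lists of blood cell markers, which were written with the paper's figures at hand. The pathway and marker lists were written from general knowledge and hold no published signature.

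The test was checked on simulated data made from these arrays. With 200 of 26302 genes changed by a log2 value of 2, limma recovered 97.0% of them at the adjusted threshold, and 6.33% of its calls were false. The methods' t-test recovered 95.0%. The simulated noise was independent between genes and arrays. The simulated change of 2 is also larger in size than those of genes such as PDK1 (-0.71) and MED28 (-0.45). The check thus does not give the recovery of such smaller changes, nor the false calls where arrays share differences such as Cy5 brightness.

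The alternatives chosen before the data were examined were the processed intensities of the scanner software, no background subtraction, median centring, Cy3 alone (quantile normalized), the authors' deposited value table, no filter on dim probes, a filter on all 10 arrays, the median over probes, target sequences as features, the methods' t-test, array weights, the slide position and the replicate number as blocks, and leaving out each array in turn, and for the gene lists fry, camera with an estimated correlation, and the marker lists without the members that the paper names. Other alternatives were added after the data had been seen. RT-qPCR, adipose tissue and liver were not analysed here. The fold change of 1 gene is counted in the totals but not reported here.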

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

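The tests on the reference channel in the ratio of the marker lists and on T cells alone were chosen after the result was seen. The marker lists, the score per array and the other splits of the arrays were set before.

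Each gene and list was examined for an array far from the others of its group. Of 188 groups of gene values, 7 had such an array, where chance gives 9.4, and of 44 groups of list scores 4 had one, where chance gives 2.2. None of 8 groups of array measures, where chance gives 0.4, had one. The genes were B3GNT5 (control replicate 4, a log2 ratio of 0.61 against 0.08 to 0.17 on the other control arrays), EPC1 (cold replicate 4, -0.08 against -0.17 to -0.16), MGA (cold replicate 1, 0.07 against -0.10 to -0.08), SLC2A6 (control replicate 5, 0.84 against 0.19 to 0.41), TULP4 (control replicate 4, -0.36 against -0.04 to 0.13), USP13 (control replicate 5, -0.84 against -0.43 to -0.20) and ZRANB1 (control replicate 3, 0.28 against 0.10 to 0.15). Since these are no more than chance gives, no explanation was tested for them.

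Among the list scores, the inflammatory cytokine list of cold replicate 3 stood at 0.85, against 0.09 to 0.10 on the other cold arrays. The T cell markers of the same array stood at -0.88, against -0.07 to -0.05. The zinc finger score of cold replicate 2 was -0.01, against -0.09 to -0.08, and the cell cycle score of control replicate 4 was -0.18, against -0.03 to 0.05. Cold replicate 3 thus leads both the increase of the cytokine list and the decrease of the T cell markers. Without cold replicate 3, the T cell markers still passed an adjusted p of 0.05 in camera, as in every fit without 1 array. The cytokine list did not (camera adjusted p = 0.0526, against 0.00342 to 0.0149 without any other array). Whether the sample of this ferret differs in its handling, its cells or its response to cold was not tested, and the paper does not give blood cell counts.

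The reference channel, which the paper does not analyse, carries the same RNA on every array. After quantile normalization, 470 genes differed in Cy5 between cold and control arrays at an unadjusted p under 0.01, where chance gives 263, and none passed an adjusted p of 0.05 in limma, with 2277 at an unadjusted p under 0.05. The methods' t-test gave 405 genes at 0.01 and none after adjustment. Of 100 splits of the 10 arrays into 4 and 6, the real one included, 17 gave as many genes as the real one, so chance cannot be excluded. A difference in the reference RNA itself is not open as an explanation, because that RNA is the same on every array. Whether the ferret's RNA on the same spots affected the Cy5 signal was not tested.

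Platelet markers, which the paper does not discuss as a class, had a median log2 change of 0.90, and all 11 measured were higher in cold (camera adjusted p = 2.8e-06, fry adjusted p = 0.0347). They did not pass with the estimated correlation (adjusted p = 0.288). The per-array scores overlapped between the groups, because cold replicate 2 scored -0.07 and control replicate 6 scored 0.29. Of the 11, TREML1 is also labelled in Fig. 1. Monocyte markers had a median of 0.49 (11 of 14 higher, adjusted p = 0.00127), mature neutrophil markers 0.67 (9 of 9 higher, adjusted p = 1.3e-04) and granulocyte precursor markers 1.03 (3 of 3 higher, adjusted p = 1.3e-04), while T cell markers had a median of -0.47 (13 of 14 lower, adjusted p = 2.1e-04, 0.0843 with fry). B cell markers (-0.08, adjusted p = 0.596), NK cell markers (0.08, adjusted p = 0.456) and erythroid markers (-0.09, adjusted p = 0.258) did not pass. In the erythroid list the mean was -0.42, since HBM fell far more than the others. For mature neutrophils and granulocyte precursors every cold array lay above every control array, and for T cells every cold array below. With median centring, the medians of the monocyte and neutrophil lists were -0.50 and -0.01, against a median of all genes of -0.42.

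The levels of the markers with the highest signal were looked up after these results. In the Cy3 channel, on the log2 scale, CD3E (T cells) went from a mean of 14.8 in control to 14.0 in cold, S100A8 (neutrophils) from 16.3 to 17.5, TUBB1 (platelets) from 14.1 to 15.2, CEBPE (granulocyte precursors) from 10.5 to 11.5, and LYZ (monocytes) from 17.0 to 17.3, while MNDA (monocytes) went from 15.5 to 15.2. ALAS2 (erythroid) went from 12.1 to 10.0. T cells, B cells, NK cells and monocytes belong to PBMC, and the other classes can remain after the separation. No gene of these 8 lists is in another list, and the paper names 1 platelet and 1 erythroid marker of those measured.

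A candidate explanation for these marker changes is a different mixture of blood cells in the PBMC of the 2 groups, either from a change in the blood or from the Ficoll separation. The 5 marker lists moved as sets. Of these, 4 hold no gene that the paper names, and the platelet list also passed without the 1 that it names (median 0.88 over 10 genes, adjusted p = 1.4e-05). This stays open, since the mixture could not be separated from a change of expression within cells, because no cell counts were analysed. The reference channel in the ratio as the cause is argued against, since all 5 of the 5 lists moved the same way past the adjusted threshold in Cy3 alone. In the reference channel itself the T cell markers were lower in cold, with a median of -0.06 (camera adjusted p = 0.0341), which is the same direction as in the ratio and would make the decrease in the ratio smaller. The other 4 lists did not pass there. Fewer T cells with all other cells unchanged would raise the other markers alike. This is argued against as the whole cause, since the changes of the 7 other classes in cold differed more from each other than in any other of the 210 splits of the arrays (exact permutation test of their variance, p = 0.00476, the smallest that these splits can give). Of 21 pairs of these classes, the difference of the scores separated all cold from all control arrays in 5. The pair tested first, platelet less B cell markers, did not (exact permutation test, two-sided p = 0.0571). Fewer red cells stays open. The erythroid markers other than HBM and AHSP gave a camera p of 0.618, with a median of -0.04 over 6 genes. Cold as the biological cause of a changed mixture remains untested.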

How the results depend on the processing

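The covariate on Cy5 brightness, the filter on Cy5, the deposited table per target sequence and the combinations in the last paragraph but one were chosen after seeing the data, and all others were planned.

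No gene passed an adjusted p of 0.05 in limma, and this count was also 0 with the scanner software's processed intensities, no background subtraction, median centring, the deposited value table, no filter, the median over probes, target sequences as features, the methods' t-test and array weights, with 1086 to 2880 genes at an unadjusted p under 0.01 in these. It was 727 with Cy3 alone, 106 with the filter on all 10 arrays, where fewer genes were tested, and 5 with slide position as a block. Leaving out 1 array gave 0 to 1267 genes (1267 without cold replicate 2, 489 without control replicate 5, 12 without cold replicate 1).

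The count of genes at an unadjusted p under 0.01, 2266, was 1499 with the processed intensities, 1159 with median centring and 1086 in the deposited value table, and 1269 to 3379 without 1 array. The lowest was without cold replicate 3, and 1420 and 1497 were found without control replicates 1 and 2. The share of lower genes, 39.5%, changed side with the processed intensities (57.3%), median centring (81.4%) and the deposited value table (53.6%), and lay between 31.4 and 56.3% without 1 array, above 50% only without control replicate 5. The cause was not tested, apart from median centring itself, which shifted the median of all genes to -0.42. The centre there was the median over all gene spots before the filter on dim probes, not that of the genes tested. Except on cold replicate 1 (64.0% for Cy5, 59.4% for Cy3), Cy5 was well above background on fewer spots than Cy3, which limits the ratios. With log2 of the median Cy5 intensity as a covariate, 695 genes had a p under 0.01, of which 29.1% were lower. With probes also required to have Cy5 above background, there were 1906. In the deposited table per target sequence with the methods' t-test there were 1058, of which 61.3% were lower, with none past an adjusted p of 0.05 and a median change of all sequences of 0.27.

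Of the Table 2 genes, 30 had a p under 0.01. This was 16 with the Cy5 covariate and 21 to 30 without 1 array. Of the Table 3 genes, 16 did. This was 26 in the deposited table per target sequence and 5 with the Cy5 covariate, and 9 to 16 without 1 array, with 10 without control replicate 1, 2 or 6 or cold replicate 1, and 9 without cold replicate 3. Of the 5 genes of Fig. 3a, 2 did. This was 4 with Cy3 alone and 5 in the deposited table per target sequence, and 2 in each fit without 1 array. The cause was not tested.

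Of the 14 gene family lists, 8 passed an adjusted p of 0.05, against 5 with fry and 0 with the estimated correlation. Of the 8 blood cell marker lists, 5 passed, against 3 with median centring, 3 in the deposited value table and 0 with the estimated correlation. Without 1 array, 8 family lists and 5 to 6 marker lists passed. The glycolysis list reversed with median centring (-0.60), in the deposited value table (-0.07) and in that table per target sequence (-0.12), none of which passed. Of the named genes with a p under 0.01, those that reversed were FAM217B (-0.01), GAA (-0.02), GAPDH (-0.19) and XM_004766130 (-0.22), all with median centring, where the median of all genes was -0.42, so that these genes were still above it. Among named genes with a higher p, the sign also changed for ZMYM5 in the deposited value table (0.27), TLCD4 without cold replicate 3 (-0.05), LCOR without cold replicate 4 (0.01), STXBP6 with the Cy5 covariate (0.03), ARL6IP6 with median centring (-0.14), UPF3A with the median over probes (0.01) and APOO in several settings, furthest with median centring (-0.44). Of 94 named genes, 59 had a p under 0.01, and 40 of these did in every fit without 1 array, 17 under all other alternatives that were planned and 29 with the Cy5 covariate. In the reference channel, 470 genes at 0.01 (138 higher, 332 lower) became 204 (175 higher, 29 lower) with median centring, but genes at an unadjusted p under 0.05 went from 2277 to 12349, as the median of all genes moved from 0.03 to 0.43.

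The replicate number as a block gave 0 genes at the adjusted threshold, 2448 at 0.01 and 19 of the Table 2 genes, and 6 marker lists passed. The numbers do not pair the samples. The deviations of same-numbered control and cold arrays from their group means correlated, across genes, at -0.30, 0.54, 0.10 and -0.19.

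Further combinations were run while the data were being looked at, for the gene counts alone. Median centring without background subtraction gave 483 genes at 0.01 (76.6% lower), and also 483 (62.1% lower) with the methods' t-test. With that test there were 1268 (60.5% lower) on the processed intensities and 965 (65.5% lower) with median centring. Cy3 alone per target sequence, with that test, gave 7.85% lower of 3110 when median centred, 6.89% of 1567 without background subtraction or centring, and 8.19% of 3871, with 2 past the adjusted threshold, when median centred without background subtraction. The cause was not tested.

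Scan day and slide could not be fitted as blocks, for lack of more than 1 scan day and of slides with more than 1 array.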

Differences from the paper's values

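The tests here were planned, apart from the deposited table per target sequence, the covariate on Cy5 brightness and the combinations named as such, which were chosen after seeing the values.

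The paper's number of genes with p under 0.01 is 611, and here it was 2266, but the units are not the same. The paper counts unique genes and does not give how sequences were reduced to them. Here 26302 genes were tested, of which 9293 have a symbol and the others stand under the accession of their target sequence. The other counts and shares below are of these genes too, or of target sequences where so named. None of the analyses planned beforehand came within 1.5 times the paper's count. The nearest were the deposited value table with 1086 and median centring with 1159. The Cy5 covariate, chosen after seeing the values, gave 695 genes, and median centring without background subtraction, also tried after seeing the data, gave 483.

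The paper's share of these genes that were lower in cold is 61%, and here it was 39.5%. Among the analyses planned beforehand, the share came within 1.5 times the paper's with the scanner software's processed intensities (57.3%), no background subtraction (44.1%), median centring (81.4%), Cy3 alone (44.2%), the deposited value table (53.6%), no filter (41.8%), array weights (47.5%), the replicate number as a block (45.1%) and without control replicate 4 (46.8%), control replicate 5 (56.3%) or cold replicate 2 (45.2%). This is a loose measure for a share. Of these settings, only the processed intensities, median centring, the deposited value table and leaving out control replicate 5 had more lower than higher genes. The others had more higher genes, opposite to the paper's balance. The share was outside 1.5 times with the filter on all 10 arrays (38.0%), the median over probes (40.1%) and target sequences as features (40.3%). It was also outside with the methods' t-test (38.5%), slide position as a block (37.4%) and any other array left out. Of the settings chosen after seeing the values, the deposited table per target sequence with the methods' t-test gave 61.3%, the processed intensities with that test 60.5%, median centring without background subtraction with that test 62.1%, median centring with that test 65.5%, and the filter on Cy5 42.7%. Others of these were farther from the paper's share, namely the Cy5 covariate (29.1%), median centring without background subtraction (76.6%) and Cy3 alone per target sequence with that test when median centred (7.85%), without background subtraction or centring (6.89%) and when median centred without background subtraction (8.19%). No background subtraction and Cy3 alone, each with that test, both gave 45.3%, and Cy3 alone per target sequence, quantile normalized, gave 44.0%.

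The fold changes of Tables 2 and 3 were compared for 70 genes, with a decrease written as a negative fold, as in the paper. None differed in sign, and 44 differed by more than the SD between arrays. All 44 were smaller in size here. Those reported singly are given below with the value here first and the paper's second, by the analyses planned beforehand, other than those leaving out 1 array, that came within that spread of the paper's value. ZBED5 (-1.60, -2.18), XPOT (-1.24, -1.47), EPC1 (-1.21, -1.36), USP37 (-1.22, -1.33), CLEC2D (-1.50, -2.27), SENP5 (-1.18, -1.35), TTBK2 (-1.14, -1.29), FAM214A (-1.34, -1.94), TBC1D4 (-1.27, -1.72), PGM2 (1.41, 1.81), RPIA (1.13, 1.4), PDK1 (-1.64, -2.16) and PM20D1 (1.22, 1.93) came within it with the deposited value table only. KAT6B (-1.27, -1.7), RIPOR2 (-1.16, -1.72), STIM2 (-1.07, -1.35), B3GNT5 (-1.43, -1.9) and EBPL (1.22, 1.97) came within it with the scanner software's processed intensities, Cy3 alone and the deposited value table only. MGA (-1.17, -1.44), SEPTIN7 (-1.45, -1.95), PMEPA1 (-1.56, -2.26) and LDLRAD4 (-1.36, -1.63) came within it with the scanner software's processed intensities and the deposited value table only. ZNF235 (-1.05, -1.22), TBC1D16 (-1.24, -1.45), PIAS1 (-1.09, -1.44) and SCARF1 (-1.25, -1.46) came within it with Cy3 alone and the deposited value table only. MDM4 (-1.04, -1.42), BBIP1 (-1.28, -1.95) and CCDC181 (-1.12, -1.44) came within it with median centring only. SMC1B (1.42, 1.95) and TLCD4 (1.12, 1.97) came within it with the scanner software's processed intensities, median centring, Cy3 alone and the deposited value table only. No analysis planned beforehand came within that spread for MAP2K6 (-1.22, -1.56) and TMEM19 (-1.15, -1.32). TUT4 (-1.19, -1.62) came within it with the scanner software's processed intensities and median centring only. ZMYM5 (-1.12, -1.39) came within it with the scanner software's processed intensities only. ZSCAN30 (-1.22, -1.37) came within it with no background subtraction, Cy3 alone, the deposited value table, the filter on all 10 arrays and the median over probes only. TULP4 (1.24, 1.56) came within it with Cy3 alone, the deposited value table and the replicate number as a block only. ZRANB1 (-1.18, -1.33) came within it with no background subtraction, the deposited value table and slide position as a block only. DMXL2 (1.39, 2.17) came within it with median centring, Cy3 alone and the deposited value table only. CSAD (-1.28, -1.46) came within it with no background subtraction, median centring, the filter on all 10 arrays, target sequences as features, array weights and the replicate number as a block only. GAA (1.23, 1.42) came within it with Cy3 alone only. SIRT1 (-1.12, -1.21) came within it with no background subtraction, Cy3 alone, the deposited value table, the median over probes and array weights only. LOC101671166 (1.10, 1.26) came within it with the deposited value table and the filter on all 10 arrays only. Of the 44, 35 came within that spread in the deposited value table and 41 in the deposited table per target sequence with the methods' t-test, the latter chosen after seeing the values. That setting also gave a p under 0.01 for 40 of the Table 2 genes, all 26 of the Table 3 genes and all 5 of the Fig. 3a genes.

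Fig. 1 shows LCOR among the genes higher in cold. Here its log2 change was -0.08, and in the deposited value table -0.33.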

Other observations

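The tests of the deposited values by signal level and with Cy3 alone, both tests of the brightness of the reference channel as a cause of the gene count, and how the cell cycle list was read, were chosen after the result was seen, as was the grouping of the arrays by that brightness. The other tests were set before the result they measure had been seen.

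Chance as the source of the number of genes at an unadjusted p under 0.01 is argued against. Of 100 splits of the 10 arrays into 4 and 6, drawn from 210 and including the real one, 3 gave as many as the real one's 2266. The count at an adjusted p of 0.05, which is 0 in limma with 6492 genes at an unadjusted p under 0.05, was reached by all 100 splits and so carries no information. The larger splits went with the brightness of the reference channel. The largest, with 2888 genes, set control replicates 4 and 5 and cold replicates 1 and 3 against the others, and these are the 4 arrays with the largest share of Cy5 spots above background. It gave 1083 genes at an adjusted p under 0.05. The next, with 2519, set control replicates 1, 2 and 6 and cold replicate 2 apart, which are 4 of the 5 arrays with the lowest median Cy5 intensity. Ranked by median Cy5 intensity in place of that share, the brightest 4 arrays are control replicate 5 and cold replicates 1, 3 and 4, and this split, which was not among those drawn, gave 4604 genes at 0.01 and 4268 at the adjusted threshold. The ratios thus separate the arrays by the brightness of the reference channel more strongly than by cold. With that brightness as a covariate, cold against control gave 695 genes at 0.01, where chance gives 263.

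Brightness of the reference channel as the whole cause of the gene count is argued against by Cy3 alone, which holds no reference signal and gave 2580 genes at 0.01 for cold against control. Poorer hybridisation of the arrays as a whole could have shown in both channels. In Cy3 alone, however, the brightest 4 arrays against the other 6 gave 731 genes by median Cy5 intensity, a group with 3 cold arrays, and 125 by the share of spots above background, a group with 2. Both are fewer than the 2580 for cold against control. How much of the count in the ratios comes from the reference channel stays open, because the cold arrays had on the whole the brighter reference.

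In the authors' deposited values, more sequences were lower than higher among those with a p under 0.01. A candidate explanation is the brighter reference channel on the cold arrays. Across sequences, the slope on Cy5 brightness among the 6 control arrays alone correlated with the change in cold at 0.85, but 5 of 100 orders of the control arrays gave a correlation as high, and sequences are not independent replicates, so it cannot be told apart from chance. The reference channel in the ratio is in line with the share of lower sequences in Cy3 alone, quantile normalized, which was 44.0% of 2503 under the same test. With Cy3 median centred that share was 7.85%, so the direction of the bulk of the genes depends on the scaling. A compression of the ratios that depends on the signal was not decided. Of sequences with a p under 0.01, 81.3% were lower in the brightest of 4 bins of level, but so were all 20 in the dimmest bin. The median change of all sequences went from 0.70 in the dimmest through 0.49 and 0.01 to -0.38 in the brightest bin.

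A different mixture of blood cells as the source of the gene count stays open. Over 26228 genes outside the marker lists, the slope on a blood cell score among the control arrays correlated with the change in cold at -0.46. The score is that of T cell markers less that of platelet, monocyte and neutrophil markers, and the mixture would give a negative value. However, 19 of 100 orders of the control arrays gave a value as low.

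Fewer dividing cells in the cold samples stay open. The median log2 change of the cell cycle list was 0.06, with 15 of 23 genes higher, and the list did not pass. It was -0.03 without cold replicate 2 and 0.16 without cold replicate 3, where it passed. It also passed as higher in Cy3 alone (0.29), in the deposited value table (0.23), with the Cy5 covariate (0.20) and, relative to all genes, with median centring, where its median was -0.10 and that of all genes -0.42. With fry and with the estimated correlation it did not pass. Nor did it in the deposited table per target sequence with the methods' t-test (camera adjusted p = 0.141). Its median there was 0.24, against 0.27 for all sequences.

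Zinc finger genes were lower as a family. Of 178 genes, 71.3% were lower in cold, of which the paper names 5. Low signal of these genes as the cause is argued against, since 0% of 10000 random lists matched on signal had a median as low. A lower share of T cells could also lower these genes. Among the control arrays their correlation with the T cell score, less that of all genes, was -0.02, and 59 of 100 orders of the scores gave as high a value, so this stays open, as does a response to cold. In the deposited value table the list had a median of 0 and did not pass. Per target sequence with the methods' t-test, its median in that table was 0.08, against 0.27 for all sequences. Relative to all sequences it passed there as lower (camera adjusted p = 0.0218), in a setting chosen after seeing the values.

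Table 2 lists a gene as Sept1 whose accession belongs to SEPTIN7 in the reference table, and the heatmap of Supplementary Fig. 3 carries the label 39326 in its place. A spreadsheet that reads septin 7, written Sep 7, as a month and year stores it as 39326, and septin 1 as 37135. SEPTIN7 fell by 0.54 on the log2 scale (standard error 0.13). In Fig. 1, the point labelled LCOR lies where the deposited values place FAM217B. These values give FAM217B a log2 change of 0.33 with a p of 1.9e-05 in the methods' t-test, the lowest p of Table 2, and give LCOR a change of -0.33.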
